# Prostaglandin D_2_ signaling is not involved in the recovery of rat hind limb tendons from injury

**DOI:** 10.14814/phy2.14289

**Published:** 2019-11-28

**Authors:** Dylan C. Sarver, Kristoffer B. Sugg, Jeffrey R. Talarek, Jacob B. Swanson, David J. Oliver, Aaron C. Hinken, Henning F. Kramer, Christopher L. Mendias

**Keywords:** GSK2894631A, HPGDS, RNA sequencing, tendon mechanics, tenotomy

## Abstract

Injured tendons heal through the formation of a fibrovascular scar that has inferior mechanical properties compared to native tendon tissue. Reducing inflammation that occurs as a result of the injury could limit scar formation and improve functional recovery of tendons. Prostaglandin D_2_ (PGD_2_) plays an important role in promoting inflammation in some injury responses and chronic disease processes, and the inhibition of PGD_2_ has improved healing and reduced disease burden in animal models and early clinical trials. Based on these findings, we sought to determine the role of PGD_2_ signaling in the healing of injured tendon tissue. We tested the hypothesis that a potent and specific inhibitor of hematopoietic PGD synthase (HPGDS), GSK2894631A, would improve the recovery of tendons of adult male rats following an acute tenotomy and repair. To test this hypothesis, we performed a full‐thickness plantaris tendon tenotomy followed by immediate repair and treated rats twice daily with either 0, 2, or 6 mg/kg of GSK2894631A. Tendons were collected either 7 or 21 days after surgical repair, and mechanical properties of tendons were assessed along with RNA sequencing and histology. While there were some differences in gene expression across groups, the targeted inhibition of HPGDS did not impact the functional repair of tendons after injury, as HPGDS expression was surprisingly low in injured tendons. These results indicate that PGD_2_ signaling does not appear to be important in modulating the repair of injured tendon tissue.

## Abstract 2

We used a translationally relevant rat model of tendon tear and repair. Prostaglandin D2 was determined to not be involved in the healing of tendons from a tear.

## 1 INTRODUCTION

Tendon is a dynamic tissue that is important for transmitting and storing elastic energy between skeletal muscle and bone. While tendon is mechanically robust, it can rupture in response to excessive strain placed on the tissue, or with repetitive high‐frequency loading activities that generate a series of small tears which propagate over time (Mead, Gumucio, Awan, Mendias, & Sugg, 2018; Sharma & Maffulli, 2006). Tendon ruptures can be treated either conservatively or with surgical repair, but in both cases a fibrovascular scar forms between the torn tendon stumps (Ganestam, Kallemose, Troelsen, & Barfod, 2016; Sharma & Maffulli, 2006; Yang, Rothrauff, & Tuan, 2013). This scar tissue has inferior mechanical properties compared to native tendon tissue and disrupts the normally efficient transfer of force throughout the tendon, which leads to impaired locomotion (Freedman et al., 2017; Nourissat, Berenbaum, & Duprez, 2015; Yang et al., 2013).

There is a substantial inflammatory response that occurs in the early stages of the repair of a torn tendon, including infiltration of neutrophils and macrophages, and an upregulation in proinflammatory cytokines and cyclooxygenase (COX) enzymes (Koshima et al., 2007; Marsolais, Côté, & Frenette, 2001). Nonsteroidal anti‐inflammatory drugs (NSAIDs) and COX‐2 inhibitors (coxibs) have been used clinically to treat pain and prevent inflammation after tendon repair, but in most cases, the use of NSAIDs or coxibs reduces or delays tissue healing (Dimmen, Engebretsen, Nordsletten, & Madsen, 2009; Ferry, Dahners, Afshari, & Weinhold, 2007; Hammerman, Blomgran, Ramstedt, & Aspenberg, 2015). This is true not only for tendon, but also for other musculoskeletal tissues including skeletal muscle, bone, and the enthesis (Cohen, Kawamura, Ehteshami, & Rodeo, 2006; Dueweke, Awan, & Mendias, 2017; Lisowska, Kosson, & Domaracka, 2018; Su & O'Connor, 2013). NSAIDs and coxibs block the production of prostaglandin H_2_ (PGH_2_) from arachidonic acid (AA), and PGH_2_ is a precursor for the production of several prostaglandins including PGD_2_, PGE_2_, PGF_2α_, and PGI_2_ (Trappe & Liu, 2013). Although less is known for tendon, the negative effects of NSAIDs and coxibs on skeletal muscle healing are thought to occur by blocking the production of PGF_2α_, which is critical for muscle fiber growth and regeneration (Trappe & Liu, 2013). Therefore, developing a therapy that can specifically target proinflammatory prostaglandins without impacting other prostaglandins could improve the treatment of tendon disorders.

PGD_2_ is a proinflammatory prostaglandin that is produced from PGH_2_ by two enzymes, hematopoietic PGD synthase (HPGDS) and lipocalin‐type PGD synthase (PTGDS) (Joo & Sadikot, 2012; Thurairatnam, 2012). HPGDS is expressed in various immune and inflammatory cells that participate in the repair of injured tissues (Thurairatnam, 2012), and the targeted inhibition of PGD_2_ production improves skeletal muscle repair after injury and also reduces the pathological muscle changes in the *mdx* model of Duchenne muscular dystrophy (Mohri et al., 2009; Thurairatnam, 2012). Blocking PGD_2_ production has also improved outcomes in animal models and small clinical trials of pulmonary, autoimmune, and neurodegenerative disease, among others (Thurairatnam, 2012). Based on these findings, we sought to test the hypothesis that the targeted inhibition of PGD_2_ would improve tendon healing following a plantaris tenotomy and repair. To test this hypothesis, we induced an acute plantaris tendon tear followed by an immediate repair, and then treated rats twice daily with GSK2894631A to inhibit the enzymatic activity of HPGDS. Tendons were collected either 7 or 21 days after surgical repair, and mechanical properties were assessed along with transcriptional and histological measurements to determine the impact of HPGDS inhibition on tendon structure and function after tenotomy and repair.

## 2 MATERIALS AND METHODS

### 2.1 Animals

This study was approved by the University of Michigan IACUC (protocol PRO00006079). Three‐month‐old male Sprague Dawley rats were purchased from Charles River and housed under specific pathogen‐free conditions. This age was selected to be reflective of early adulthood. Animals were provided food and water ad libitum. There were six experimental groups in the study, with *N* = 12 rats per group, for a total of 72 surgical rats. An additional five control rats that did not undergo tenotomy surgery or receive the test compound were used in the study to obtain reference values for assays. We estimated the sample size study based on energy absorption values from a previous study (Mendias, Roche, et al., 2015). To detect a 30% difference in energy absorption between vehicle and 6 mg/kg doses at the 7 day and 21 day time points, using a power of 80% and an alpha adjusted from .05 for multiple observations, required *N* = 9 per each surgical group. We added three additional rats to account for unanticipated losses.

### 2.2 Surgical procedure and administration of test compound

All surgical procedures were performed bilaterally. Animals were deeply anesthetized with 2% isoflurane, and the skin overlying the surgical site was shaved and scrubbed with 4% chlorhexidine. The animals received a subcutaneous injection of buprenorphine (0.05 mg/kg, Reckitt Benckiser) for preoperative analgesia. A longitudinal incision was then performed within the interval between the Achilles and plantaris tendons on each hind limb. The skin and paratenon were split and retracted to achieve optimal visualization of the plantaris tendon, which is located medial and deep to the Achilles tendon. A full‐thickness tenotomy was created in the midsubstance of the plantaris tendon, followed by immediate repair using a Bunnell technique with Ethibond (5‐0, Ethicon). The Achilles tendon was left intact to function as a stress shield for the repaired plantaris tendon. A splash block of 0.2 ml of 0.5% bupivacaine was administered, the paratenon was then loosely reapproximated using Vicryl suture (4‐0, Ethicon), and the skin was closed with GLUture (Abbott). After recovery, ad libitum weight‐bearing and cage activity were allowed, and the animals received a second injection of buprenorphine (0.05 mg/kg) 12 hr after surgery.

GSK2894631A (7‐(Difluoromethoxy)‐N‐((trans)‐4‐(2‐hydroxypropan‐2‐yl)cyclohexyl)quinoline‐3‐carboxamide), which is a potent and specific inhibitor of human and rat HPGDS (Deaton et al., 2019), was synthesized and prepared by GlaxoSmithKline (King of Prussia). GSK2894631A was suspended in 0.5% hydroxypropyl methylcellulose: 0.1% Tween80 and delivered to rats via oral gavage twice daily at doses of 0, 2, or 6 mg/kg. Rats were randomly assigned to each group prior to the surgical intervention. Compounds were provided by GlaxoSmithKline to investigators in a blinded fashion, and identified using a single letter code.

Either 7 or 21 days after the tenotomy and repair surgery, animals were deeply anesthetized with an intraperitoneal injection of sodium pentobarbital (50 mg/kg, Vortech Pharmaceuticals). The left plantaris tendon, which was used for mechanical properties testing and histology, was removed by making a full‐thickness incision proximal to the myotendinous junction and distal to the calcaneus, in order to preserve the myotendinous junction and enthesis. The left plantaris tendon was then wrapped in saline‐soaked gauze, and stored at −20°C until use. The right plantaris tendon, which was used for RNA analysis, was removed by making an incision just distal to the myotendinous junction and just proximal to the calcaneus to avoid contaminating muscle or bone tissue, snap frozen in liquid nitrogen, and stored at −20°C until use. Following removal of tendons, animals were humanely euthanized by overdose of sodium pentobarbital and induction of a bilateral pneumothorax.

### 2.3 Mechanical properties measurement

Mechanical properties were measured as modified from previous studies (Mendias, Lynch, et al., 2015; Sarver et al., 2017). Prior to mechanical tests, tendons were thawed at room temperature and then placed in dish containing PBS. Braided silk suture (4‐0, Ashaway Line & Twine) was attached to proximal and distal ends of the tendon using a series of square knots to allow the tendon to be attached to pins for geometric measurements, and to the mechanical properties testing apparatus, without damaging the tendon tissue. The tendon was then transferred to a custom device to measure cross‐sectional area (CSA) (Figure 1a). The device consisted of a trough filled with PBS that contained a sedimentary layer of SYLGARD 184 (Dow Chemical) to allow the placement of minutien pins, to which the sutured tendon was attached. The trough was also flanked by prisms that allow for visualization of the side view of the tendon. The tendon was held at just taught length, and the CSA was calculated from five evenly spaced width and depth measurements from high‐resolution digital photographs of both top and side views of the tendon. These measurements were then fit to an ellipse, and the average ellipse area was used as the tendon CSA for mechanical properties measurements.

**Figure 1:**
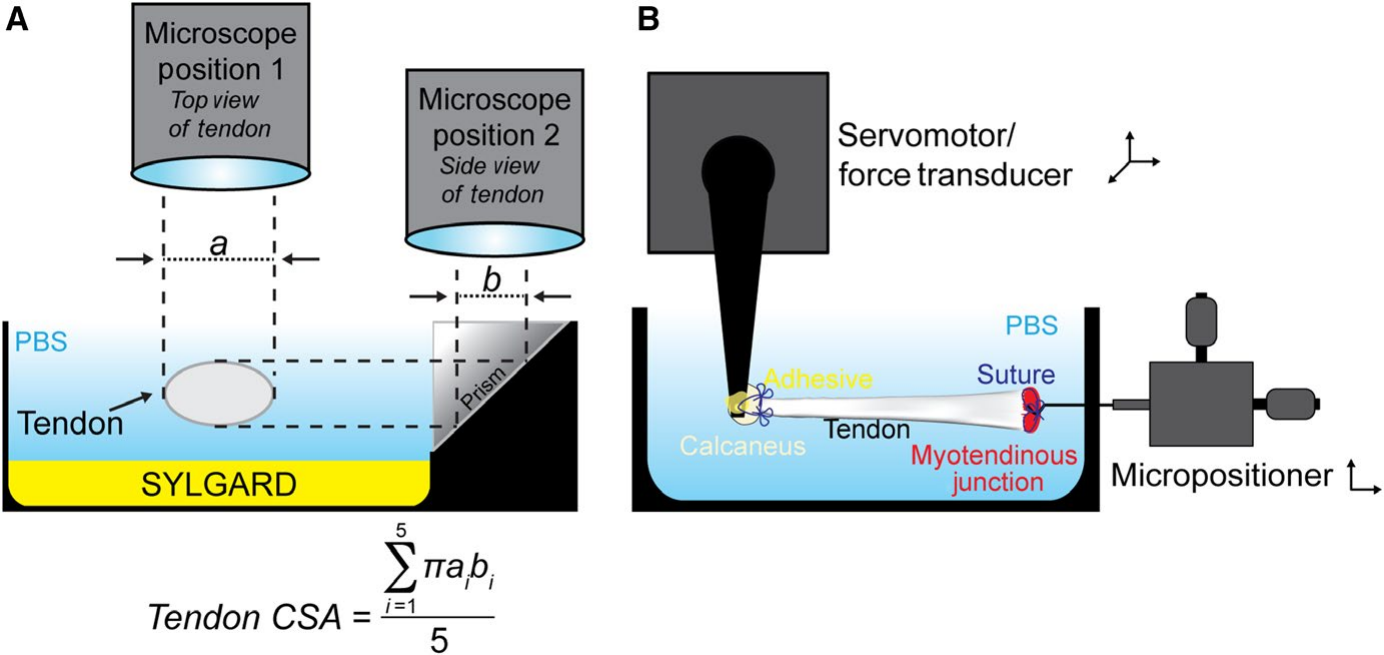
Overview of cross‐sectional area and mechanical properties testing devices. (a) Schematic showing the measurement of nominal tendon cross‐sectional area, with the tendon shown in cross‐section. (b) Schematic showing the measurement of mechanical properties of tendons

To test mechanical properties, the tendon was then transferred to a bath containing PBS maintained at 25°C. Using the attached sutures, the distal end of the tendon was secured by affixing the calcaneus to a 10N dual‐mode servomotor/force transducer (model 305LR, Aurora Scientific), while the proximal end of the tendon was secured at the myotendinous junction to a hook attached to a micropositioner (Figure 1b). Once secured, the tendon was briefly raised up from the bath so that GLUture adhesive could be applied to reinforce the attachment of the calcaneus to the hook. The tendon was then returned to the bath, and its length was adjusted to an approximate 5‐mN preload, which was consistent with the just taught length, and recorded as L_o_. Each tendon was subjected to 10 load‐unload stretch cycles at a constant velocity of 0.05 L_o_/s, and a length change that was 10% of L_o_. Data were recorded using custom LabVIEW software (National Instruments). Load, stress, tangent modulus, and energy loss were determined for each load‐unload cycle. Tangent modulus was defined as the maximum derivative over a 10 ms window of data from the stress–strain curve. Energy loss was calculated as the area under force‐displacement curve from 10% to 0% strain subtracted from the area under the force‐displacement curve from 0% to 10% strain. Energy loss was then normalized by tendon mass, which was determined by multiplying the volume of tendon by 1.12 g/cm^3^ (Ker, 1981).

Following the completion of mechanical properties testing, the tendon ends were trimmed, the tendon was placed in Tissue‐Tek OCT Compound (Sakura Finetek), flash frozen in isopentane cooled in liquid nitrogen, and then stored at −80°C until use.

### 2.4 Histology

Longitudinal sections of tendons, approximately 10 µm in thickness, were obtained using a cryostat. Sections were stained with hematoxylin and eosin, and digital images were obtained with a Nikon Eclipse microscope equipped with a high‐resolution camera (Nikon).

### 2.5 RNA sequencing and gene expression

RNA was extracted as modified from previous studies (Gumucio, Phan, Ruehlmann, Noah, & Mendias, 2014; Nielsen et al., 2014). Tendons were finely minced, and then placed into 2‐ml tubes containing 2.3‐mm steel beads and TRI Reagent (Molecular Research Center), homogenized for 15 s, and isolated following product directions. The subsequent RNA pellet was then further cleaned up using miRNeasy kit (Qiagen), supplemented with DNase I (Qiagen). RNA concentration was determined using a NanoDrop (ThermoFisher Scientific), and quality was assessed using a TapeStation D1000 System (Agilent). All RNA samples used for sequencing had RIN values >8.0.

RNA sequencing was performed by the University of Michigan sequencing core using an HiSeq 4000 system (Illumina) and TruSeq reagents (Illumina) with 50 bp single end reads as described (Disser et al., 2019; Gumucio et al., 2019). A total of 1 µg of RNA from five rats from each group was analyzed. Read quality was assessed and adapters were trimmed using fastp (Chen, Zhou, Chen, & Gu, 2018). Based on fastp quality analysis, two samples from control group, one from the 7 day GSK2894631A 2 mg group, and one from the 7 day 6 mg GSK2894631A group, were removed from further analysis. Reads were then mapped to the rat genome version RN6 and reads in exons were counted against RN6 Ensembl release 95 with STAR Aligner (Dobin et al., 2013). Differential gene expression analysis was performed in R using edgeR (Robinson, McCarthy, & Smyth, 2010). Genes with low expression levels (less than 3 counts per million mapped reads in at least one group) were filtered from all downstream analyses. A Benjamini–Hochberg false discovery rate (FDR) procedure was used to correct for multiple testing and FDR‐adjusted *p* values less than .05 were considered significant. Sequence data was deposited to NIH GEO (accession number GSE130276).

For quantitative PCR (qPCR), RNA was first reverse transcribed into cDNA using iScript reagents (Bio‐Rad). qPCR was conducted in a CFX96 real‐time thermal cycler using SsoAdvanced SYBR green supermix reagents (BioRad). The 2^−ΔCt^ method was used to normalize the expression of mRNA transcripts to the stable housekeeping gene *Ppp1ca*. A listing of primer sequences is provided in Table 1.

**Table 1:** qPCR Primers. Sequences of primers used for qPCR

Symbol	Description	GenBank ID	Forward Primer (5' to 3')	Reverse Primer (5' to 3')	Size (bp)
*Ccl2*	Chemokine (C‐C motif) ligand 2	NM_031530.1	TAGCATCCACGTGCTGTCTC	CAGCCGACTCATTGGGATCA	94
*Cd11b*	Integrin alpha M/Cd11b	NM_012711	AAGCAGAATTTCGGTGCCTG	TGGTATTGCCATCAGCGTCC	112
*Cd163*	Cluster of differentiation molecule 163	NM_001107887.1	TGTAGTTCATCATCTTCGGTCCAA	CCAAGCGGAGTTGACCACTT	91
*Col1a1*	Collagen, type I, alpha 1	NM_053304	ATCAGCCCAAACCCCAAGGAGA	CGCAGGAAGGTCAGCTGGATAG	128
*Col3a1*	Collagen, type III, alpha 1	NM_032085	TGATGGGATCCAATGAGGGAGA	GAGTCTCATGGCCTTGCGTGTTT	143
*Hmmr*	CD168, Hyaluronan mediated motility rcptr	NM_012964	ACGAAGTCAACTGCGGAACA	TGCGCTGTGTCACTGTACTT	134
*Hpgds*	Hematopoietic prostaglandin D synthase	NM_031644	TGGATGCAGTGGTGGATACC	GATGAGGTGCTTGACGTGTGA	117
*Ppp1ca*	Protein phosphatase 1 catalytic subunit alpha	NM_031527.1	ACAGCGAGAAGCTCAACCTG	AGGCAAAGACCACGGATCTC	112
*Ptgds*	Prostaglandin D2 synthase	NM_013015.2	TACGATGAGTACGCGTTCCTG	CCTGGTCCTTGCTAAAGGTGA	139
*Ptges*	Prostaglandin E synthase	NM_021583.3	ACCCTCTCATCGCCTGGATA	CGTGGGTTCATTTTGCCCAG	88
*Ptgs1*	Prostaglandin‐endoperoxide synthase 1/COX1	NM_017043.4	CCCACCTTCCGTAGAACAGG	GAGCAACCCAAACACCTCCT	100
*Ptgs2*	Prostaglandin‐endoperoxide synthase 2/COX2	NM_017232.3	GTGGAAAAGCCTCGTCCAGA	TCCTCCGAAGGTGCTAGGTT	132
*Scx*	Scleraxis	NM_001130508.1	CCACTCCAGTCCGAACACAT	TCATGCCGCCTCTTTAGGTC	108
*Tnmd*	Tenomodulin	NM_022290.1	CACTGGCATCTACTTTGTAGGTCT	GCAGGAACCCAAATCACTGAC	150

### 2.6 Statistics

Primary data were acquired in a blinded fashion. Values are presented as mean ± *SD*. Statistical analyses of RNAseq data are described above. As the mechanical properties data in this study did not follow a Gaussian distribution, differences between groups were tested using a Kruskal–Wallis test followed by a Benjamini–Krieger–Yekutieli FDR correction (α = .05) to adjust for multiple observations across groups. Gene expression, as measured by qPCR, was assessed using a Brown–Forsythe test followed by a Benjamini–Krieger–Yekutieli FDR correction (α = .05). These analyses allowed for the assessment of differences between all treatment groups and control tendons, as well as differences within a time point and within a treatment dose. Prism (version 8.0, GraphPad) was used to perform statistical calculations.

## 3 RESULTS

An overview of the surgical procedure and study groups is shown in Figure 2a–b.

**Figure 2:**
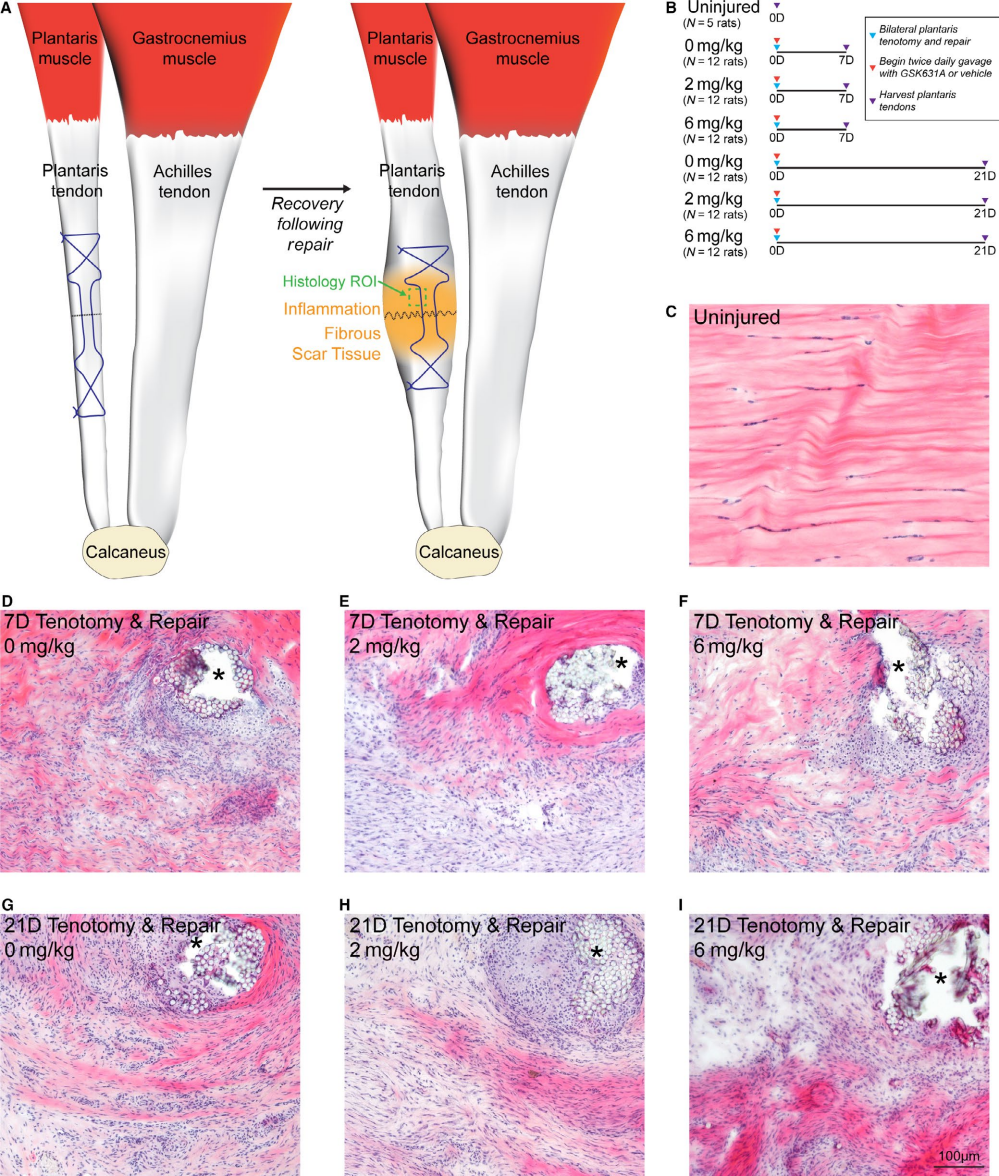
Overview of acute tenotomy and repair procedure, and representative histology of repaired plantaris tendons. (a) Overview of the surgical procedure, demonstrating a tenotomy (dashed black line) and Bunnell repair technique (suture pattern shown in blue) of the plantaris tendon. After the animals recover, inflammation and fibrous scar tissue will accumulate in the area of injury. The representative region of interest (ROI) for histology panels (c–i) is shown in green. (b) Overview of the study design and groups. (c–i) Hematoxylin and eosin histology stained sections from the midsubstance of plantaris tendons from (c) uninjured rats, and from rats treated with 0, 2, or 6 mg/kg of GSK2894631A taken either 7 days (d–f) or 21 days (g–i) after acute tenotomy and repair. Areas of suture or suture resorption are shown with an asterisk. Scale bar for all histological sections is 100 µm

All rats tolerated the surgical procedure, gavage, and drug treatment well, and there were no differences in body mass at the time of harvest (Figure 3a). As expected, the tenotomy and repair procedure resulted in inflammation and scar tissue formation, in particular around the areas of suture placement (Figure 2c–i). This resulted in an approximate 6‐fold increase in the nominal CSA of tendons across all repaired groups (Figure 3b). While the tendons became enlarged, no apparent gross differences in histological features were noted between the three treatment groups at either the 7 or 21 days time points (Figure 2d–i).

**Figure 3:**
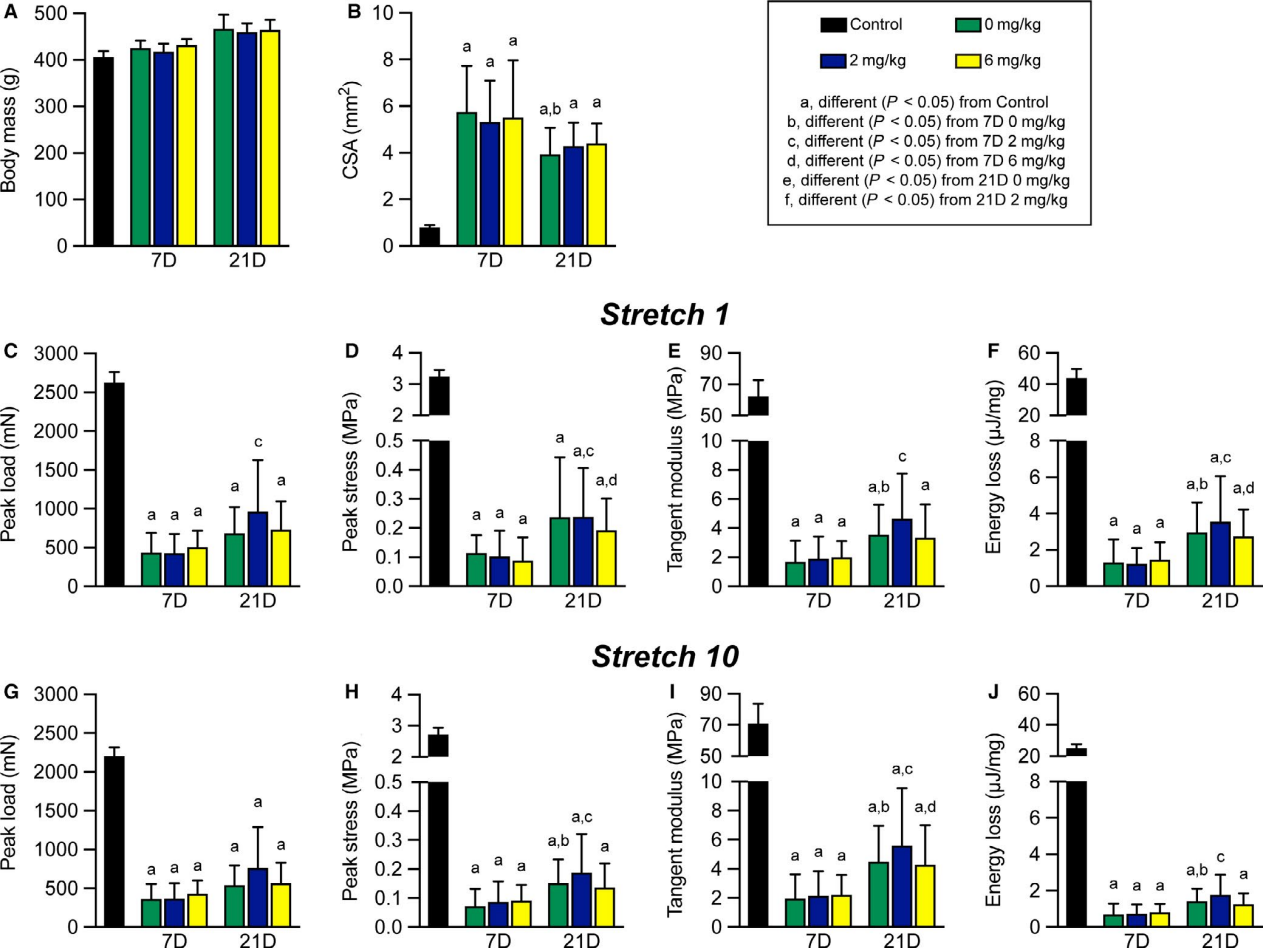
Mechanical properties of repaired plantaris tendons. (a) Animal body mass at the time of sacrifice, and (b) nominal cross‐sectional area (CSA) of plantaris tendons. (c) Peak load, (d) peak stress, (e) tangent modulus, and (f) energy loss of tendons from the first of ten stretch cycles. (g) Peak load, (h) peak stress, (i) tangent modulus, and (j) energy loss of tendons from the last of ten stretch cycles. Values presented as mean ± *SD*. Differences between groups were assessed using a Kruskal–Wallis test followed by a Benjamini–Krieger–Yekutieli FDR correction (α = .05) to identify post‐hoc differences between groups: a, different (FDR‐adjusted *p* < .05) from control tendons; b, different (FDR‐adjusted *p* < .05) from 7D 0 mg/kg; c, different (FDR‐adjusted *p* < .05) from 7D 2 mg/kg; d, different (FDR‐adjusted *p* < .05) from 7D 6 mg/kg; e, different (FDR‐adjusted *p* < .05) from 21D 0 mg/kg; f, different (FDR‐adjusted *p* < .05) from 21D 2 mg/kg. *N* = 5 tendons for controls, and *N* = 12 tendons for each surgical repair group

Mechanical properties testing was used to assess the functional impact of HPGDS inhibition on tendon repair, shown in Figure 3c–j. Tendons were stretched for 10 cycles with a total displacement of 10% original length (L_o_), and destructive testing was not performed to allow tendons to be preserved for histology. Broadly comparing control tendons to all repaired groups, peak load values were reduced by about 76% (Figure 3c and g), which is consistent with the observed disruptions to collagen fibrils in repaired tendons (Figure 2c–i). Peak stress was also lower in repaired groups by nearly 95% compared to uninjured tendons (Figure 3d and h), which is due to the reduction in peak load and the increase in CSA in repaired tendons (Figure 3b, c, and g). Tangent modulus and energy loss had similar reductions (Figure 3e, f, i, and j), likely due to an accumulation of fibrotic scar tissue (Figure 2c–i).

Comparing within repaired tendon treatment groups, the nominal CSA of tendons across the 21D time point was about 24% lower than the 7D group (Figure 3b). There were no differences across time between the CSA of the three drug treatment groups, except for the 21D 0 mg/kg group which was 32% smaller than 7D 0 mg/kg tendons (Figure 3b). No differences in peak load at cycle 1 were observed across groups within a time point, although the 21D 2 mg/kg group was about 2‐fold higher than the 7D 2 mg/kg group (Figure 3c). For peak stress, the 21D 0 mg/kg and 21D 2 mg/kg groups were about 2.3‐fold higher than the corresponding 7D groups (Figure 3d). Tangent modulus and energy loss were not different between groups at a given time point, but for tangent modulus was 2‐fold higher for the 21D 0 mg/kg and 2 mg/kg groups than they were at 7D, and for energy loss was 2.3‐fold higher in all 21D groups compared to 7D tendons (Figure 3e–f). The results for changes in peak load, peak stress, tangent modulus, and energy loss at stretch 10 were generally similar to observations at stretch 1 (Figure 3c–j). Although the mechanical properties of repaired tendons across time points and treatment groups were inferior to uninjured tendons, the general shape of the stress–strain relationship remained similar (Figure 4a–c), and maintained a smooth morphology throughout the stretches indicating a relatively stiff repair callous. No differences in the shape of the stress–strain response was observed between treatment groups at a given time point, and we therefore only present the 0 mg/kg group to represent the shape of the curves at each time point (Figure 4b–c). The loss in force over 10 stretch cycles was also generally similar between control tendons (Figure 4d), and in the treatment groups at the 7D and 21D time points (Figure 4e–f).

**Figure 4:**
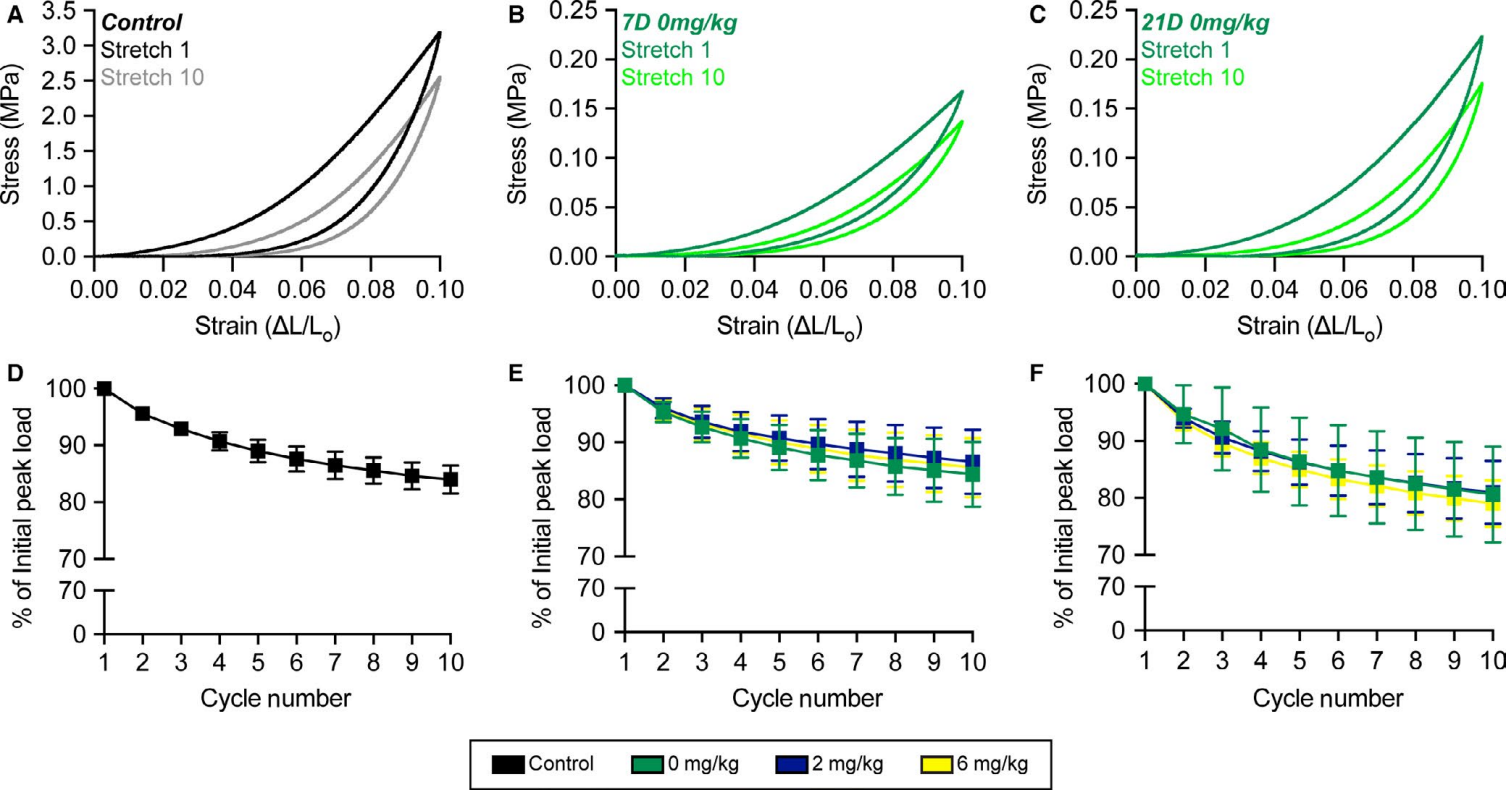
Stress–strain curves and peak load changes during stretch. Representative stress–strain response of a (a) control tendon, and (b) 7D 0 mg/kg GSK2894631A (c) 21D 0 mg/kg GSK2894631A repaired tendons from cycles 1 (darker color) and 10 (lighter color). Change in peak load across the ten cycles from (d) control tendons, and (e) 7D and (f) 21D repair groups

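RNA sequencing counts were analysed for the plantaris tendons of 30 rats. The sample labels give 3 uninjured control tendons, 5, 4 and 3 tendons at 7 days after repair from rats given 0, 2 and 6 mg/kg of GSK2894631A, an inhibitor of hematopoietic PGD synthase (HPGDS), and 5 tendons at 21 days for each dose. The authors trimmed the reads, mapped them to the rn6 rat genome with STAR, counted reads in the exons of Ensembl genes and deposited the counts per gene without normalization. Total counts on the genes listed ranged from 12405741 to 49909374 per tendon. The median total was 28763285 in control tendons, 33575050, 22055144.5 and 30963782 in the 7D 0, 2 and 6 mg/kg groups, and 30165495, 33624028 and 26515892 in the 21D 0, 2 and 6 mg/kg groups. At these totals 3 counts correspond to 0.0601 to 0.242 CPM (counts scaled to 1e+06 per tendon), and these floors cover counting error only. Genes with a mean of at least 3 CPM in at least 1 of the 7 groups were kept, which left 12558 genes. Library sizes were scaled by TMM, with factors from 0.599 to 0.789 in control tendons and from 0.950 to 1.095 in repaired tendons. One model with a mean for each group was fitted to all tendons, and groups were compared within it by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Skeletal muscle genes took an uneven share of the counts. A list of 29 such genes held 20.03 to 28.4% of the counts in control tendons, 0.181 to 1.33% in 7D 0 mg/kg tendons, 0.00939 to 0.0114% in 7D 2 mg/kg tendons and 0.0100 to 0.0124% in 7D 6 mg/kg tendons. The share in the 21D tendons was 0.0686 to 8.22%, 1.28 to 3.35% and 0.348 to 9.96% at 0, 2 and 6 mg/kg.

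**Figure D1:**
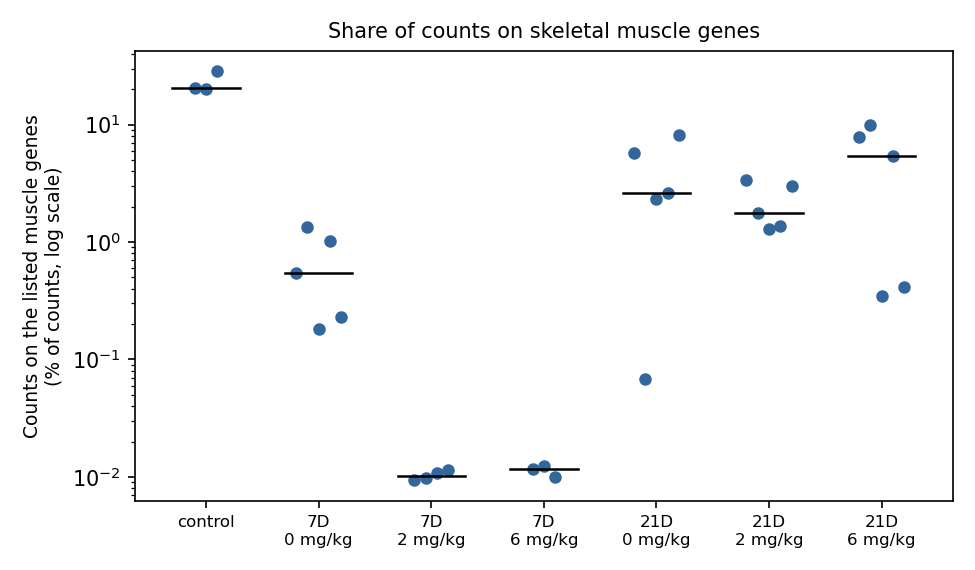
Share of each tendon's counts on 29 skeletal muscle genes (percent, log scale) by group; points are tendons and bars are group medians. Control tendons sit at 20.03% or above, and the 7D 2 and 6 mg/kg tendons sit at 0.0124% or below.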

We then performed RNA sequencing to comprehensively evaluate changes in transcript abundance. 

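Of the genes drawn in Fig. 5, 15 passed the filter on expression, and Ptgds, Ptgdr1, Ptgdr2 and Ptgis were not analysed here. Compared to control tendons, 7 of the 15 were higher and 4 lower in 7D 0 mg/kg tendons at an adjusted p under 0.05, and 6 were higher and 3 lower in 21D 0 mg/kg tendons. The log2 fold changes of the 15 genes lay between -2.88 and 4.24 at 7 days and between -2.56 and 3.82 at 21 days.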

We first evaluated expression of genes involved in producing and sensing various prostaglandins in control and in 7D and 21D 0 mg/kg groups. 

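Ptgs1 (ENSRNOG00000007415, chromosome 3) was counted at 41.0 ± 19.8 CPM (SD, n = 3) in control tendons, 40.0 ± 12.5 CPM (n = 5) in 7D 0 mg/kg tendons and 43.3 ± 8.13 CPM (n = 5) in 21D 0 mg/kg tendons. Its log2 fold change against control tendons was -0.04 at 7 days (standard error 0.30, adjusted p = 0.914 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.08 at 21 days (standard error 0.301, adjusted p = 0.836 from the same edgeR test), neither larger than the spread between tendons. Scaled by library size only, without TMM, the 7-day log2 fold change of Ptgs1 was 0.51. Ptgs2 (ENSRNOG00000002525, chromosome 13) was counted at 3.45 ± 2.11 CPM in control tendons, with 35 to 144 counts per tendon, and at 25.4 ± 7.89 CPM in 7D 0 mg/kg and 9.5 ± 4.67 CPM in 21D 0 mg/kg tendons. The log2 fold change of Ptgs2 was 1.45 at 21 days (standard error 0.435, adjusted p = 0.00534 from the same edgeR test), and between 21 and 7 days it fell by 1.42 (adjusted p = 0.0211). With only the 2 groups compared in the fit Ptgs2 was not past the threshold at 21 days (adjusted p = 0.061, the highest over 6 alternatives).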

Plantaris tendons express *Ptgs1* and *Ptgs2*, which convert AA into PGH_2_, in control and injured tendons (Figure 5). 

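The PGE2 synthase Ptges3 was counted at 114 ± 5.68 CPM (SD, n = 3) in control tendons and the PGF2α synthases Akr1a1 and Akr1b1 at 667 ± 103 and 210 ± 49.7 CPM. After injury Akr1b1 was lower, with a log2 fold change of -0.78 in 7D 0 mg/kg tendons (standard error 0.119, adjusted p = 2.78e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Fam213b (ENSRNOG00000013468, chromosome 5) was at 87.9 ± 54.5 CPM in control tendons and 12.0 ± 0.909 CPM (n = 5) in 7D 0 mg/kg tendons, and its log2 fold change was -2.88 (standard error 0.331, adjusted p = 4.28e-08 from the same edgeR test). The share of skeletal muscle counts also fell between these groups, from 20.03% or above to at most 1.33%. The falls of Akr1b1 and Fam213b therefore cannot be told apart from an effect of muscle. Akr1a1 and Ptges3 were not different at 7 days, with log2 fold changes of -0.15 and 0.09 (adjusted p = 0.157 and 0.363). Scaling by library size alone raises all genes together, to a median log2 fold change of 0.641 in 7D 0 mg/kg tendons, and moves calls by that shift. With it Akr1a1 was higher (log2 fold change 0.47, adjusted p = 7.59e-05, in a range from 7.59e-05 to 0.339 over 6 alternatives), Ptges3 was higher (0.69, adjusted p = 2.79e-06, in a range to 0.702), and Akr1b1 was not past the threshold (-0.15, adjusted p = 0.158, in a range from 4.33e-10). Akr1a1 was lower past the threshold with DESeq2. Among the receptors, Ptger1 was at 10.9 ± 0.814 CPM, Ptger3 at 1.57 ± 0.851 CPM, Ptger4 at 2.42 ± 2.08 CPM and Ptgfr at 6.8 ± 2.53 CPM in control tendons. Ptger2 was at 0.516 ± 0.486 CPM in control tendons, with 1 to 26 counts per tendon, and at 10.8 ± 3.93 CPM in 7D 0 mg/kg tendons. The 7D 0 mg/kg log2 fold changes were 0.87 for Ptger1, 4.24 for Ptger2, 2.27 for Ptger4 and 1.61 for Ptgfr, with adjusted p of 2.00e-05, 6.20e-05, 5.27e-06 and 0.000315 from edgeR. Ptger3 was not different at 7 days (log2 fold change 1.4, adjusted p = 0.0997), but passed the threshold in 2 of 6 alternatives, which ranged in adjusted p from 0.0253 to 0.108.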

Tendons also robustly express enzymes which convert PGH_2_ into either PGE_2_ or PGF_2α_, as well as the receptors to sense these prostaglandins (Figure 5). However, for PGD_2_, *Hpgds* was expressed at a low level and *Ptgds* was not detectable, nor were the PGD_2_ receptors, *Ptgdr1* and *Ptgdr2* (Figure 5). 

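Hpgds (ENSRNOG00000006583), a gene of 24642 bases on chromosome 4 of rn6, was counted at 4.03 ± 3.22 CPM (SD, n = 3) in control tendons, where single tendons ranged from 0.653 to 7.07 CPM and from 8 to 150 counts. It was at 1.48 ± 0.519 CPM (n = 5) in 7D 0 mg/kg tendons, with 30 to 73 counts, and at 2.39 ± 1.2 CPM (n = 5) in 21D 0 mg/kg tendons, with 42 to 128 counts. Each of these counts is above the floor of 3 counts. The other genes of PGD2 synthesis and sensing that the paper names were not analysed here.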

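The prostacyclin receptor gene Ptgir (ENSRNOG00000016756, chromosome 1) was counted at 9.72 ± 1.35 CPM (SD, n = 3) in control tendons, 16.0 ± 1.45 CPM (n = 5) in 7D 0 mg/kg tendons and 13.6 ± 1.74 CPM (n = 5) in 21D 0 mg/kg tendons. Its log2 fold change against control tendons was 0.72 at 7 days (standard error 0.175, adjusted p = 0.000759 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.48 at 21 days (standard error 0.173, adjusted p = 0.0167 from the same edgeR test). With each tendon left out in turn, the 7-day log2 fold change stayed between 0.55 and 0.81, while at 21 days Ptgir was not past the threshold without control replicate 4 (adjusted p = 0.148).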

*Ptgis* which converts PGH_2_ into PGI_2_ was not expressed in tendons, although the receptor *Ptgir* was expressed (Figure 5).

**Figure 5:**
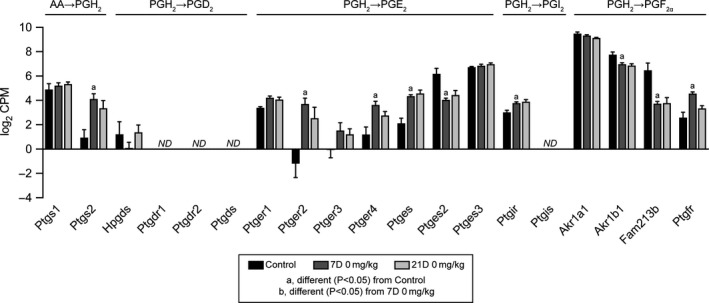
Prostaglandin synthesis RNAseq data. Expression in log_2_ counts per million mapped reads (CPM) for transcripts involved in the conversion of arachidonic acid (AA) to prostaglandin H_2_ (PGH_2_), and those which are involved in the conversion of PGH_2_ into PGD_2_, PGI_2_, and PGF_2α_, as well as the receptors for these prostaglandins. Values presented as mean ± *SD*. Differences between groups tested with a FDR‐adjusted *t*‐test: a, different (FDR‐adjusted *p* < .05) from control tendons; b, different (FDR‐adjusted *p* < .05) from 7D 0 mg/kg. *N* = 3–5 tendons per group. ND, transcript not detected

Finally, we analyzed global changes in RNAseq values. There were 3,484 transcripts that had a FDR‐adjusted *p*‐value less than .05 (−log_10_ *p* greater than 1.3) and were at least 1.5‐fold upregulated (log_2_ fold change greater than 0.584) in 7D 0 mg/kg tendons compared to controls, and 3,222 transcripts that were significantly different (−log_10_ *p* greater than 1.3) and were at least 1.5‐fold downregulated (log_2_ fold change less than −0.584) in the 7D 0 mg/kg group with respect to the control group (Figure 6a). 

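In the model fitted to all 30 tendons, 3636 genes were at least 1.5-fold higher and 3472 at least 1.5-fold lower in 7D 0 mg/kg tendons (n = 5) than in control tendons (n = 3) at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, out of 12558 genes tested. Of the changed genes 51.2% were higher, and 6212 were also called at the same thresholds in the authors' deposited table of comparisons. Scaling by library size only, without TMM, moved these counts most, to 6328 higher and 1925 lower genes, of which 76.7% were higher. Among genes whose levels did not overlap between the tendons of the 2 groups, the 5 largest increases were those of Acod1, Cxcl6, Tnn, Cxcl3 and Mmp12. Tnn was at 1120 ± 443 CPM after injury and 0.978 ± 0.344 CPM (SD) in control tendons, a log2 fold change of 10.18 (standard error 0.675, adjusted p = 1.35e-11 from edgeR), and the log2 fold change of Mmp12 was 8.23 (standard error 1.46, adjusted p = 2.13e-05 from edgeR). Acod1, Cxcl6 and Cxcl3 had at most 1 count in any control tendon, so that they were at least 86.1-fold, 145-fold and 87.7-fold higher against the floor of 3 counts. The 5 largest decreases were those of Sbk2, Aqp4, AABR07012044.1, Tigd4 and Ostn. Sbk2 was at least 277-fold lower, with at most 2 counts in any injured tendon, and the log2 fold changes of the other genes were -8.85, -8.05, -7.77 and -7.76. Over the 21D tendons Sbk2, AABR07012044.1 and Tigd4 rose with the share of skeletal muscle counts (Pearson r of 0.82, 0.81 and 0.83). That share was 20.03% or above in control tendons and at most 1.33% in 7D 0 mg/kg tendons. Less muscle RNA may therefore account for part of these decreases.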

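In 21D 0 mg/kg tendons (n = 5) compared to control tendons (n = 3), 3184 genes were at least 1.5-fold higher and 3163 at least 1.5-fold lower at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Between the 7D and 21D 0 mg/kg groups 2943 of the genes were higher in both, 3018 were lower in both, and 1 was higher in one and lower in the other. Both comparisons use the same 3 control tendons, so part of this overlap can come from the controls alone. The authors' deposited table of comparisons and the genes changed in 21D 0 mg/kg tendons shared 118 genes. The largest increases at 21 days were those of Tnn, Ocstamp, Mmp12, Mmp9 and Cdhr1. The log2 fold changes of Tnn, Mmp12, Mmp9 and Cdhr1 were 8.95, 8.90, 8.15 and 8.08, and Ocstamp, with at most 1 count in any control tendon, was at least 60.7-fold higher. Clec3a, Coch, Fam83b, Chad and AABR07048482.1 fell most, with log2 fold changes of -8.93, -7.08, -6.38, -6.03 and -5.34. In the other repaired groups 6977 genes in 7D 2 mg/kg, 6995 in 7D 6 mg/kg, 6774 in 21D 2 mg/kg and 6088 in 21D 6 mg/kg tendons passed the same thresholds.

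**Figure D2:**
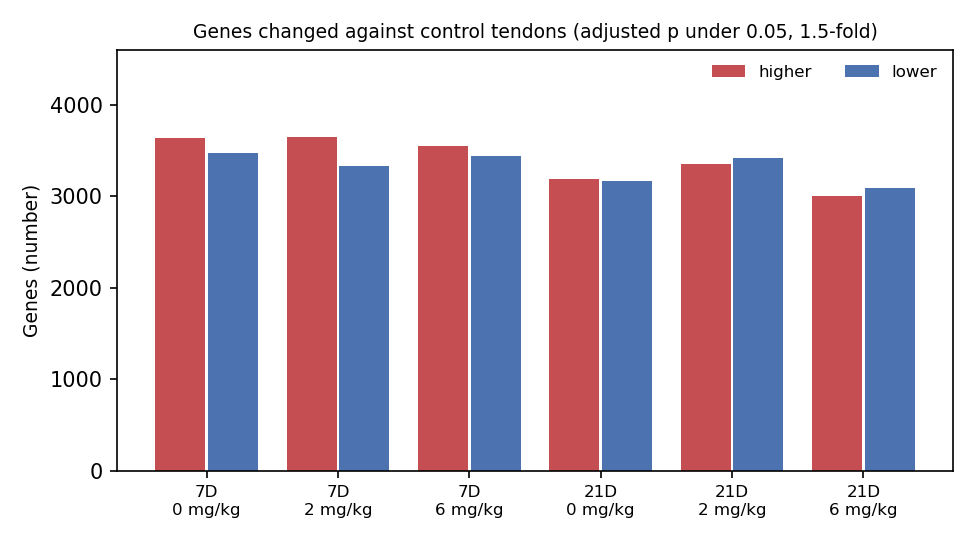
Number of genes at least 1.5-fold higher or lower than in control tendons at an adjusted p under 0.05, for each repaired group. The bars run from 3003 genes higher in 21D 6 mg/kg tendons to 3650 genes higher in 7D 2 mg/kg tendons.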

By 21 days, only 82 transcripts were significantly upregulated and 43 were significantly downregulated compared to controls (Figure 6b). 

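The genes named in the paper's text, Figs. 5 and 6 and its qPCR tables included 65 that could be tested, with Il10 tested only in a fit without the filter on expression. Compared to control tendons, 44 of the 65 were higher and 7 lower in 7D 0 mg/kg tendons at an adjusted p under 0.05, 43 and 7 in 7D 2 mg/kg tendons, and 44 and 7 in 7D 6 mg/kg tendons. At 21 days 37 were higher and 6 lower at 0 mg/kg, 37 and 7 at 2 mg/kg, and 36 and 4 at 6 mg/kg. Itgam was not analysed here.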

We then selected transcripts related to tendon healing and inflammation for further analysis across treatment groups and time points. 

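Between 21 and 7 days, 672 of 12558 genes differed at 0 mg/kg, 1641 at 2 mg/kg and 1643 at 6 mg/kg at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Across the 3 doses 258 genes differed at 7 days, with a smallest adjusted p of 0.000127, and 0 genes differed at 21 days, where 1366 genes had an unadjusted p under 0.05 and the smallest adjusted p was 0.131. In pairs at 7 days, 114 genes were higher and 182 lower at 2 mg/kg than at 0 mg/kg, and 49 genes were lower at 6 mg/kg than at 0 mg/kg. The 2 and 6 mg/kg groups differed in 0 genes at 7 days, with 997 genes at an unadjusted p under 0.05. The dose effect differed between 7 and 21 days in 49 genes by the interaction term of the same edgeR model. The 5 genes with the smallest adjusted p across doses at 7 days were Myh4, Trdn, Sln, Csrp3 and Nrap. Myh4 was at 948 ± 689 CPM (SD, n = 5) at 0 mg/kg, 2.32 ± 1.06 CPM (n = 4) at 2 mg/kg and 4.49 ± 1.16 CPM (n = 3) at 6 mg/kg. The log2 fold changes at 2 and 6 mg/kg were -8.55 and -7.62 for Trdn and -7.84 and -6.99 for Nrap. Csrp3, with at most 3 counts in any 2 mg/kg tendon, was at least 153-fold lower at that dose, and Sln, with at most 2 counts in any 6 mg/kg tendon, was at least 64.3-fold lower at 6 mg/kg. Each of the 5 genes lost significance between 6 and 0 mg/kg when any of the 3 tendons at 6 mg/kg was left out, with adjusted p up to 0.251. Myh4 and Trdn are on the list of 29 skeletal muscle genes. Of the other genes, Csrp3 and Nrap followed the share of counts on that list over the 21D tendons (Pearson r of 0.9827 and 0.9745). Absence from the list therefore does not set a gene apart from muscle.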

Overall there appeared to be an effect of time since repair but not GSK2894631A treatment on regulating gene expression. For immune cell markers, compared to control tendons, there was a general increase in the myeloid cell marker *Itgax*, the macrophage recruitment gene *Ccl2*, the pan‐macrophage marker *Adgre1*, M1 macrophage markers *Ccr7* and *Cd68*, T cell markers *Cd3e* and *Cd8*, and the B cell marker *Ptprc* at 7 days, but the M2 macrophage markers *Cd163*, *Hmmr*, and *Mrc1* were not different (Figure 6c). 

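Itgax, Ccl2, Adgre1, Ccr7, Cd68, Cd3e, Cd8a, Cd8b and Ptprc were each higher than in control tendons at 7 days with each dose, at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In 7D 0 mg/kg tendons (n = 5) their log2 fold changes were 4.6 for Itgax, 3.28 for Ccl2, 2.23 for Adgre1, 3.91 for Ccr7, 3.27 for Cd68, 3.29 for Cd3e, 3.65 for Cd8a, 4.27 for Cd8b and 2.65 for Ptprc. Their standard errors were between 0.391 for Cd8a and 1.09 for Itgax, and their adjusted p between 1.43e-08 for Cd8a and 0.000728 for Cd3e. Cd68 was at 183 ± 65.8 CPM (SD) in 7D 0 mg/kg tendons and 18.9 ± 10.2 CPM in control tendons (n = 3). Of the M2 macrophage markers, Cd163 had a log2 fold change of 0.81 at 0 mg/kg (standard error 0.533, adjusted p = 0.174), 0.69 at 2 mg/kg (adjusted p = 0.268) and 1.36 at 6 mg/kg (adjusted p = 0.0432). Hmmr had log2 fold changes of 0.86, 0.66 and 0.72 at the 3 doses (adjusted p = 0.0228, 0.0842 and 0.0794), and those of Mrc1 were 1.31, 1.31 and 1.83 (adjusted p = 0.00964, 0.0127 and 0.00164). Mrc1 was not past the threshold at 0 mg/kg when only the 2 groups compared were fitted (adjusted p = 0.0745, in a range from 0.00101 to 0.0745 over 6 alternatives), and Cd163 was past it at 0 mg/kg with library size alone (adjusted p = 0.0325, in a range to 0.303). Hmmr at 0 mg/kg lost significance in 2 of 8 fits that left out a tendon (adjusted p up to 0.0779).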

*Ptgs2*, which is involved in the synthesis of PGH_2_, and *Ptges*, which catalyzes PGH_2_ into PGE_2_, were upregulated, while another PGE_2_ synthesis enzyme, *Ptges2*, was generally downregulated 7 days after injury (Figure 6d). 

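Against control tendons, the log2 fold change of Ptgs2 at 7 days was 2.87 at 0 mg/kg (standard error 0.462, adjusted p = 6.23e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 1.60 at 2 mg/kg (standard error 0.451, adjusted p = 0.0029) and 2.26 at 6 mg/kg (standard error 0.478, adjusted p = 0.000196). The corresponding values for Ptges (ENSRNOG00000006320, chromosome 3), which was at 7.00 ± 2.92 CPM (SD, n = 3) in control tendons and 27.6 ± 4.11 CPM (n = 5) in 7D 0 mg/kg tendons, were 1.96, 2.00 and 1.95 (adjusted p = 7.34e-07, 8.88e-07 and 2.58e-06). Ptges2 (ENSRNOG00000014050, chromosome 3) was at 76.8 ± 37.1 CPM in control tendons and 16.4 ± 1.01 CPM in 7D 0 mg/kg tendons, and its log2 fold changes were -2.23, -2.15 and -2.50 (adjusted p = 1.51e-08, 9.88e-08 and 7.72e-08). Leaving out each tendon in turn kept the 0 mg/kg log2 fold changes between 2.46 and 3.52 for Ptgs2, 1.62 and 2.26 for Ptges, and -2.46 and -1.82 for Ptges2. Control tendons also held more skeletal muscle counts (20.03% or above, against at most 1.33% in 7D 0 mg/kg tendons). The fall of Ptges2 therefore cannot be told apart from an effect of muscle.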

The ECM genes *Col4a1*, *Col6a1*, *Col12a*, and *Col14a1, Tnc* and *Vcan* were upregulated in 7D 0 mg/kg tendons compared to controls, while *Col3a1* and the proteoglycans *Bgn* and *Fmod* were induced across treatment groups at 7 days (Figure 6e). 

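The log2 fold changes in 7D 0 mg/kg tendons against control tendons were 1.76 for Col4a1, 1.91 for Col6a1, 3.05 for Col12a1, 1.22 for Col14a1, 2.66 for Tnc and 1.94 for Vcan, with standard errors from 0.28 for Col4a1 to 0.52 for Tnc and adjusted p from 1.10e-06 for Col12a1 to 0.00197 for Col14a1 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each of these 6 genes was also higher at 2 and 6 mg/kg at 7 days, with the highest adjusted p, 0.00307, for Vcan at 6 mg/kg. Col3a1 had log2 fold changes of 2.45, 2.35 and 2.51 at the 3 doses (adjusted p = 8.99e-08, 2.72e-07 and 2.40e-07), and Bgn had 2.07, 2.07 and 2.12 (adjusted p = 1.74e-07, 2.90e-07 and 4.45e-07). Fmod (ENSRNOG00000003183, chromosome 13) was at 1615 ± 1380 CPM (SD, n = 3) in control tendons and 520 ± 121 CPM (n = 5) in 7D 0 mg/kg tendons. Those of Fmod were, as log2 fold changes, -1.64 at 0 mg/kg (standard error 0.389, adjusted p = 0.000601), -1.77 at 2 mg/kg (standard error 0.416, adjusted p = 0.00058) and -1.48 at 6 mg/kg (standard error 0.454, adjusted p = 0.00566). Fmod lost significance in 1 of 8 fits that left out a tendon at 0 mg/kg (adjusted p up to 0.0776), and at 6 mg/kg in 1 of 6 such fits (up to 0.223) and 2 of 6 alternatives (up to 0.0702). Col14a1 lost it at 0 mg/kg with only the 2 groups compared in the fit (adjusted p = 0.058, the highest over 6 alternatives).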

*Mmp13* was upregulated in all 7 day groups, as was *Mmp14* which was also upregulated in the 21D 0 mg/kg and 2 mg/kg groups (Figure 6e). 

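Mmp13 (ENSRNOG00000008478, chromosome 8) had between 0 and 5 counts in the control tendons, or 0.176 ± 0.165 CPM (SD, n = 3), and was at 36.0 ± 41.4 CPM (n = 5) in 7D 0 mg/kg tendons and 21.7 ± 5.98 CPM (n = 5) in 21D 0 mg/kg tendons. For Mmp13 the log2 fold change was 7.81, 7.41 and 7.58 at 0, 2 and 6 mg/kg at 7 days (adjusted p = 3.12e-06, 7.19e-06 and 7.40e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 7.08, 6.94 and 6.25 at 21 days (adjusted p = 1.46e-05, 1.51e-05 and 6.51e-05). The standard errors of Mmp13 were between 1.18 and 1.22. Mmp14 (ENSRNOG00000010947, chromosome 15) was at 49.8 ± 17.4 CPM in control tendons and 1109 ± 293 CPM in 7D 0 mg/kg tendons. The log2 fold changes of Mmp14 were 4.47, 3.84 and 4.27 at 7 days and 4.14, 4.47 and 4.14 at 21 days in the same order of doses, with standard errors from 0.309 to 0.322 and adjusted p from 3.36e-11 to 4.27e-10.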

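Igf1 was at 56.1 ± 25.9 CPM (SD, n = 3) in control tendons and 237 ± 44.5 CPM (n = 5) in 7D 0 mg/kg tendons. The log2 fold change of Igf1 at 7 days was 2.08, 1.80 and 2.07 at 0, 2 and 6 mg/kg (standard errors 0.294, 0.298 and 0.313, adjusted p = 9.72e-07, 9.08e-06 and 3.10e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tgfb1 rose from 30.2 ± 8.03 CPM in control tendons to 134 ± 25.6 CPM in 7D 0 mg/kg tendons, and its log2 fold changes at 7 days were 2.15, 2.17 and 1.77 (adjusted p = 8.07e-07, 1.11e-06 and 2.56e-05). Il1b was at 2.78 ± 2.14 CPM in control tendons and 31.8 ± 15.8 CPM in 7D 0 mg/kg tendons, with log2 fold changes of 3.46, 2.75 and 3.25 at 7 days (adjusted p = 3.14e-05, 0.000401 and 0.000115).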

The growth factors *Igf1* and *Tgfb1* were upregulated in some of the 7‐day groups compared to control tendons, as was the proinflammatory cytokine *Il1b* (Figure 6f). The early tenogenesis marker *Egr2* was generally upregulated at 7 days, while *Scx* was not different at any time point, and late tenogenesis markers, *Mkx* and *Tnmd*, were generally downregulated 7 days after injury (Figure 6g). 

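In 7D 0, 2 and 6 mg/kg tendons the log2 fold change of Egr2 against control tendons was 3.16, 3.4 and 2.34 (standard errors 0.766, 0.788 and 0.785, adjusted p = 0.00073, 0.000507 and 0.0109 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Scx was at 27.2 ± 9.25 CPM (SD, n = 3) in control tendons and 47.4 ± 30.3 CPM (n = 5) in 7D 0 mg/kg tendons, and its log2 fold changes were 0.80, -0.29 and 0.41 at 7 days (adjusted p = 0.0708, 0.532 and 0.402) and 0.23, -0.43 and -0.38 at 21 days (adjusted p = 0.618, 0.32 and 0.389). With library size alone for scaling, Scx was past the threshold in 7D 0 mg/kg (log2 fold change 1.41, adjusted p = 0.00291, in a range to 0.216 over 6 alternatives) and 7D 6 mg/kg tendons (1.01, adjusted p = 0.0388, in a range to 0.449), and its log2 fold change in 7D 2 mg/kg tendons was 0.28. Scx also passed it in 7D 0 mg/kg tendons in 2 of 8 fits that left out a tendon (adjusted p down to 0.0257). Mkx (ENSRNOG00000018938, chromosome 17) was at 5.68 ± 3.37 CPM in control tendons and 0.329 ± 0.183 CPM, or 4 to 22 counts, in 7D 0 mg/kg tendons, with 7-day log2 fold changes of -4.10, -3.92 and -2.85 (adjusted p = 1.82e-06, 1.39e-05 and 0.000911). Those of Tnmd were -1.43, -2.17 and -1.18 (standard errors 0.443, 0.479 and 0.513, adjusted p = 0.00587, 0.000296 and 0.0456). Tnmd lost significance at 6 mg/kg in 3 of 6 alternatives (adjusted p from 0.0204 to 0.297) and at 0 mg/kg in 1 of 6 (from 0.00138 to 0.0929). In fits that left out a tendon, Tnmd lost significance at 6 mg/kg in 3 of 6 (adjusted p up to 0.241) and at 0 mg/kg in 1 of 8 (up to 0.0706). Egr2 lost it at 6 mg/kg in 2 of 6 fits that left out a tendon (adjusted p up to 0.0826).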

Additionally, the myofibroblast marker *Acta2* and the tenocyte progenitor cell marker *Mcam* were upregulated in 7D 0 mg/kg tendons (Figure 6g). 

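Acta2 (ENSRNOG00000058039, chromosome 1) was at 63.4 ± 33.5 CPM (SD, n = 3) in control tendons and at 180 ± 69.7 CPM (n = 5), 74.0 ± 14.3 CPM (n = 4) and 132 ± 38.3 CPM (n = 3) in 7D 0, 2 and 6 mg/kg tendons. Its log2 fold change against control tendons was 1.50 at 0 mg/kg (standard error 0.372, adjusted p = 0.000881 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 0.22 at 2 mg/kg (standard error 0.369, adjusted p = 0.603) and 1.05 at 6 mg/kg (standard error 0.396, adjusted p = 0.0217). Mcam was at 64.4 ± 27.8 CPM in control tendons and 127 ± 29.7 CPM in 7D 0 mg/kg tendons, a log2 fold change of 0.99 (standard error 0.341, adjusted p = 0.0124 from edgeR). Mcam had log2 fold changes of 0.37 at 2 mg/kg (adjusted p = 0.346) and 0.90 at 6 mg/kg (adjusted p = 0.0338) at 7 days, and at 0 mg/kg it lost significance in 1 of 8 fits that left out a tendon (adjusted p up to 0.145).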

We also performed qPCR to analyze select genes from injured tendons, and similar to RNAseq, we generally observed very few differences between treatment groups at given time points (Table 2).

**Figure 6:**
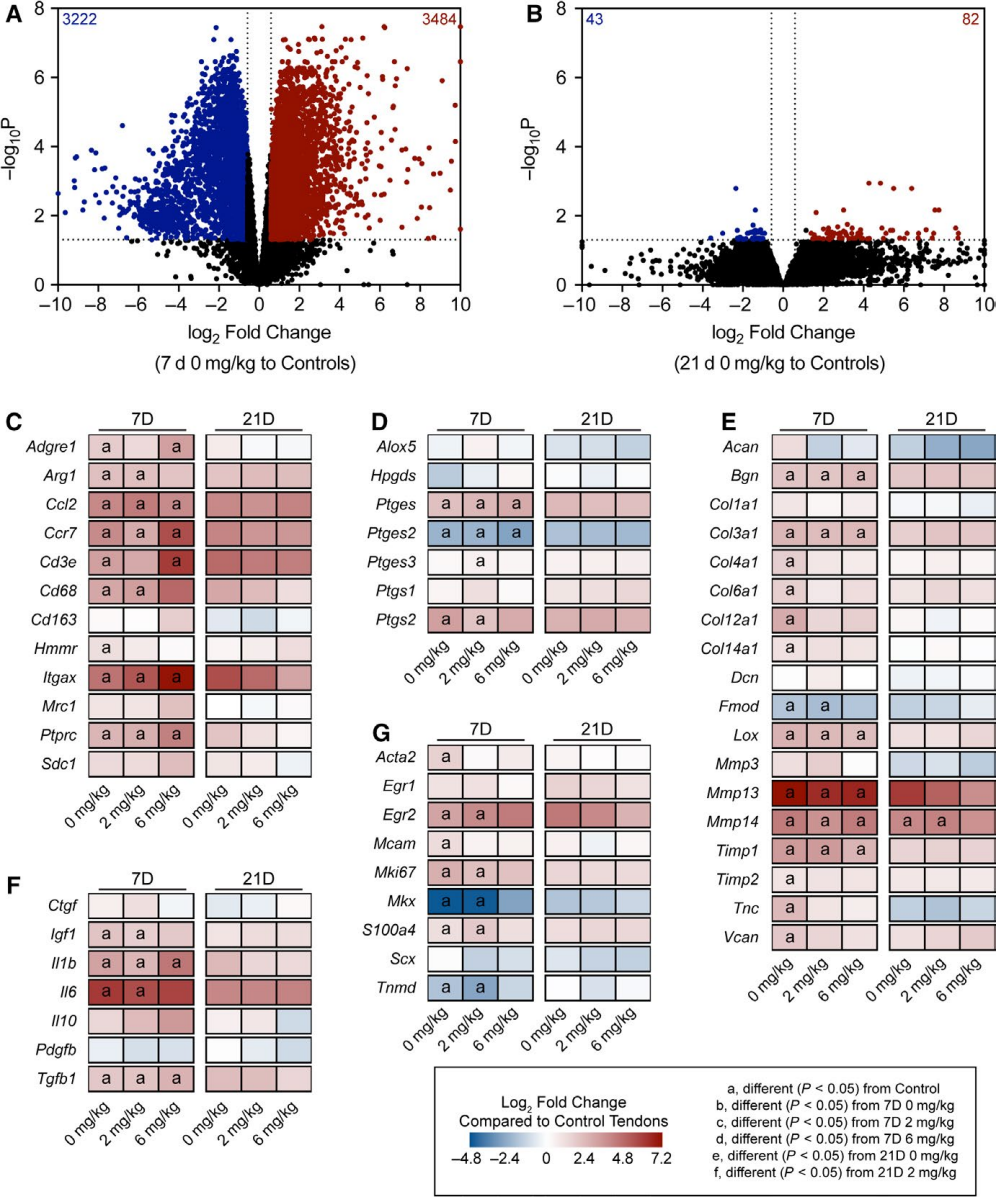
Overall RNAseq data. Volcano plots demonstrating log_2_ fold change and ‐log10 FDR‐adjusted *p*‐values of transcripts in the (a) 7D 0 mg/kg GSK2894631A and (b) 21D 0 mg/kg GSK2894631A groups, compared to control tendons. Heatmaps demonstrating expression of selected transcripts that are (c) inflammatory cells markers, (d) prostanoid metabolism genes, (e) involved in ECM synthesis and remodeling, (f) growth factors and cytokines, and (g) markers of tenogenesis. Data are log_2_ fold change in expression of each treatment group normalized to control tendons. Differences between groups tested with a FDR‐adjusted *t*‐test: a, different (FDR‐adjusted *p* < .05) from control tendons; b, different (FDR‐adjusted *p* < .05) from 7D 0 mg/kg; c, different (FDR‐adjusted *p* < .05) from 7D 2 mg/kg; d, different (FDR‐adjusted *p* < .05) from 7D 6 mg/kg; e, different (FDR‐adjusted *p* < .05) from 21D 0 mg/kg; f, different (FDR‐adjusted *p* < .05) from 21D 2 mg/kg. *N* = 3–5 tendons per group

**Table 2:** qPCR. Gene expression in injured tendons. Target genes are normalized to the stable housekeeping gene *Ppp1ca*

Gene	7D			21D		
	0 mg/kg	2 mg/kg	6 mg/kg	0 mg/kg	2 mg/kg	6 mg/kg
*Ccl2*	1.90 ± 0.83	1.41 ± 0.65	1.33 ± 0.57	1.01 ± 0.47	0.98 ± 0.47	1.02 ± 0.52
*Cd11b*	0.15 ± 0.05	0.14 ± 0.09	0.12 ± 0.03	0.10 ± 0.14	0.08 ± 0.06	0.05 ± 0.02^c^
*Cd163*	0.26 ± 0.09	0.21 ± 0.08	0.27 ± 0.07	0.07 ± 0.03^a^	0.05 ± 0.02^b^	0.09 ± 0.04^c^
*Col1α1*	196 ± 39.0	197 ± 60.0	186 ± 33.0	125 ± 60.0	118 ± 32.0	138 ± 57.0
*Col3α1*	410 ± 133	447 ± 176	353 ± 108	252 ± 112	316 ± 151	374 ± 192
*Hmmr*	0.04 ± 0.01	0.03 ± 0.01	0.03 ± 0.01	0.02 ± 0.01^a^	0.02 ± 0.01	0.03 ± 0.01
*Hpgds*	0.03 ± 0.03	0.03 ± 0.01	0.02 ± 0.01	0.02 ± 0.01	0.02 ± 0.01	0.02 ± 0.01
*Ptgds*	ND	ND	ND	ND	ND	ND
*Ptges*	0.14 ± 0.04	0.13 ± 0.04	0.14 ± 0.04	0.07 ± 0.03	0.07 ± 0.02	0.09 ± 0.03
*Ptgs1*	0.06 ± 0.02	0.07 ± 0.02	0.05 ± 0.02	0.04 ± 0.03	0.05 ± 0.06	0.04 ± 0.02
*Ptgs2*	0.04 ± 0.02	0.02 ± 0.01	0.02 ± 0.01	0.01 ± 0.01	0.01 ± 0.01	0.01 ± 0.00
*Scx*	0.03 ± 0.03	0.03 ± 0.01	0.02 ± 0.01	0.02 ± 0.02	0.01 ± 0.01	0.02 ± 0.01
*Tnmd*	0.62 ± 0.43	0.40 ± 0.12	0.42 ± 0.20	0.96 ± 0.63	0.58 ± 0.28	0.87 ± 0.46

Values presented as mean ± *SD*. Differences between groups were assessed using a Brown–Forsythe test followed by a Benjamini–Kriege–Yekutieli FDR correction (α = .05) to identify post‐hoc differences between groups: a, different (FDR‐adjusted *p* < .05) from 7D 0 mg/kg; b, different (FDR‐adjusted *p* < .05) from 7D 2 mg/kg; c, different (FDR‐adjusted *p* < .05) from 7D 6 mg/kg; d, different (FDR‐adjusted *p* < .05) from 21D 0 mg/kg; e, different (FDR‐adjusted *p* < .05) from 21D 2 mg/kg. *N* = 6 tendons per group. ND, not detected.

## 4 DISCUSSION

Tendon tears in adult animals heal through the formation of a fibrovascular scar, with inferior mechanical properties that disrupt proper force transmission, limit performance, and increase the susceptibility for a reinjury (Freedman et al., 2017; Nourissat et al., 2015; Yang et al., 2013). Inflammation is a hallmark of tendon tears, and various prostaglandins are produced throughout the stages of tendon injury and repair (Su & O'Connor, 2013). PGD_2_ plays a role in promoting inflammation in various diseases, including skeletal muscle and nerve injury, and the inhibition of PGD_2_ production has produced promising results in animal models and early clinical trials (Santus & Radovanovic, 2016; Thurairatnam, 2012). Given these encouraging findings, we tested the hypothesis that a potent and specific inhibitor of PGD_2_ synthesis, GSK2894631A, would improve the recovery of tendons following an acute injury and repair. Although the test compound was well tolerated, and a handful of genes were differentially regulated across treatment groups, the targeted inhibition of PGD_2_ did not impact the functional repair of tendons after injury.

NSAIDs and coxibs, which inhibit the production of PGH_2_ from AA, are used to treat pain and inflammation after tendon injury. However, many studies have shown that the use of these drugs reduces or delays tendon healing (Dimmen et al., 2009; Ferry et al., 2007; Hammerman et al., 2015), which is similar to observations in other musculoskeletal tissues (Cohen et al., 2006; Dueweke et al., 2017; Lisowska et al., 2018; Su & O'Connor, 2013). PGH_2_ is metabolized by specific synthases to produce other prostaglandins, such as PGD_2_, PGE_2_, PGF_2α_, and PGI_2_, that modulate inflammation (Trappe & Liu, 2013). PGD_2_ plays an important role in promoting inflammation, and inhibiting the HPGDS and PTGDS enzymes which produce PGD_2_ from PGH_2_ generally results in favorable clinical outcomes (Santus & Radovanovic, 2016; Thurairatnam, 2012).

In the current study, we found that inhibiting HPGDS had no appreciable effect on the recovery of tendon from injury. HPGDS is expressed in various immune cells, such as Th2 lymphocytes, antigen‐presenting cells, macrophages, mast cells, megakaryocytes, and eosinophils (Kern et al., 2017; Thurairatnam, 2012), and while little is known about the adaptive immune response in tendon, macrophages are known to accumulate after tendon injury (Marsolais et al., 2001; Sugg, Lubardic, Gumucio, & Mendias, 2014). We evaluated the expression of several markers of macrophages and adaptive immune cells, and although we generally observed an upregulation in these markers after injury, HPGDS was detected at a low level in tendon tissue and was surprisingly downregulated in most groups after injury, while other enzymes involved with prostaglandin synthesis, such as PTGES and PTGS2, were upregulated in injured tendons. 

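Across the 6 repaired groups, the log2 fold change of Hpgds against control tendons was -1.46 in 7D 0 mg/kg tendons (standard error 0.503, adjusted p = 0.0121 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), -0.59 in 7D 2 mg/kg (standard error 0.533, adjusted p = 0.327) and -0.68 in 7D 6 mg/kg tendons (standard error 0.574, adjusted p = 0.296). At 21 days it was -0.77 at 0 mg/kg (standard error 0.503, adjusted p = 0.177), -1.01 at 2 mg/kg (standard error 0.502, adjusted p = 0.0767) and -0.54 at 6 mg/kg (standard error 0.504, adjusted p = 0.355). In 7D 0 mg/kg tendons Hpgds was not past the threshold when only the 2 groups compared were fitted (adjusted p = 0.0564) or with scaling by library size only (adjusted p = 0.0993), in a range from 0.00549 to 0.0993 over 6 alternatives. Hpgds was at 2.71 ± 1.52 CPM (SD, n = 4) in 7D 2 mg/kg, 2.52 ± 0.65 CPM (n = 3) in 7D 6 mg/kg, 2.03 ± 1.04 CPM (n = 5) in 21D 2 mg/kg and 2.8 ± 0.70 CPM (n = 5) in 21D 6 mg/kg tendons.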

The two receptors for PGD_2_, PTGDR1 and PTGDR2, were also not detected in any tendon samples, indicating that if PGD_2_ was produced by an unknown pathway that tendon would still likely not respond to the presence of PGD_2_. 

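Of the 65 named genes tested between doses at the same time point, Acta2 was the one that differed, lower in 7D 2 mg/kg than in 7D 0 mg/kg tendons by a log2 fold change of -1.28 (standard error 0.331, adjusted p = 0.0359 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p under 0.05, 15 of the 65 genes differed between 2 and 0 mg/kg at 7 days, 1 between 6 and 0 mg/kg, and 8 between 6 and 2 mg/kg. At 21 days these numbers were 4, 3 and 4, with a smallest adjusted p of 0.245, for Mcam between 6 and 2 mg/kg.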

There was no clear pattern for the effect of HPGDS inhibitor treatment on growth factors, cytokines, ECM components, or tenocyte markers. Combined, these results suggest that GSK2894631A does not impact tendon healing in a positive or negative manner, likely due to the absence of PGD_2_‐producing enzymes and PGD_2_ receptors in healing tendon tissue.

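Hpgds did not differ between doses at either time point. Against the 0 mg/kg group its log2 fold change was 0.87 at 2 mg/kg (standard error 0.473, adjusted p = 0.398 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.78 at 6 mg/kg (standard error 0.508, adjusted p = 0.963) at 7 days, and -0.23 (adjusted p = 0.918) and 0.23 (adjusted p = 0.938) at 21 days. The paper combines its own results, among them that the PGD2 receptors were not detected. From those it proposes that GSK2894631A changes tendon healing neither for better nor for worse. It gives as the likely reason that the enzymes that make PGD2 and the receptors that sense it are absent from healing tendon.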

There are several limitations to this work. We only evaluated two time points, chosen to be representative of the late inflammatory phase (7 days) and well into the proliferative and regenerative phases of tendon healing (21 days), and it is possible that PGD_2_‐producing enzymes are expressed later and have a role in modulating late stages of tendon healing. It is also possible that PGD_2_‐producing enzymes are expressed earlier in the repair process, but even if they are, any effects that would have occurred early on would not seem to have any impact on functional healing at later stages. Only male rats were evaluated in this study, as tendon ruptures occur three times more frequently in men than women (Ganestam et al., 2016); however, we think the results are likely applicable to both males and females. We measured transcriptional changes with RNAseq and qPCR but did not measure proteomic changes in tendons, and changes in transcript levels may not reflect changes in protein abundance. Finally, while we analyzed PGD_2_ biology in plantaris tendons of rats, it is possible that other tendons, or even different species or strains of rats, do express HPGDS at a higher level, and that there could be a therapeutic role for a PGD_2_ inhibitor in these instances.

## 5 CONCLUSION

In the current study, based on exciting reports from other tissues and conditions, we tested the hypothesis that the targeted inhibition of HPGDS would improve the recovery of tendons from an acute plantaris tenotomy and repair. The findings of this study have lead us to reject this hypothesis, as inhibiting PGD_2_ did not affect tendon healing, likely due to the low abundance of HPGDS after injury. Although this is a negative finding, we still think this can inform the potential clinical use of PGD_2_ inhibitors. While we used an acute injury model in this study, chronic tendon tears often result in substantial muscle atrophy (Davies et al., 2015; Davis, Stafford, Jergenson, Bedi, & Mendias, 2015), and there are compelling data that inhibiting PGD_2_ can improve the recovery of skeletal muscle after injury and protect against atrophy (Mohri et al., 2009; Thurairatnam, 2012). Therefore, blocking PGD_2_ production in a way that improves muscle healing without impacting tendon could improve upon the current clinically available prostaglandin synthase inhibitors, NSAIDs and coxibs, which generally delay healing and result in inferior functional outcomes for both muscle and tendon tissue.

## CONFLICT OF INTEREST

HFK and ACH are employees of GlaxoSmithKline, which holds a patent for the GSK2894631A compound evaluated in this study. CLM has received compensation as a consultant for GlaxoSmithKline. The authors otherwise have no disclosures to report.

## AUTHOR CONTRIBUTIONS

DCS, KBS, HFK, ACH, and CLM designed research; DCS, KBS, JRT, JBS, DO, and CLM performed research; DCS, KBS, JRT, JBS, DO, and CLM analyzed data; HFK and ACH contributed critical reagents; DCS, KBS, DO, and CLM wrote the paper. All authors reviewed and approved the final version of the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

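RNA sequencing counts were used for the plantaris tendons of 30 rats, in 3 control tendons and in tendons at 7 or 21 days after tenotomy and repair with GSK2894631A at 0, 2 or 6 mg/kg. Samples were grouped by the time and dose in their labels, which gave 5, 4 and 3 tendons at 7 days and 5 tendons per dose at 21 days. The authors trimmed the reads with fastp, mapped them with STAR to rn6 with Ensembl annotation, and removed 4 samples on read quality. These removals leave 4 tendons in the 7D 6 mg/kg group, where the labels give 3, and the labels were followed. The authors deposited raw counts per gene, without normalization. The paper describes a filter on genes under 3 CPM in at least one group, and 566 of the genes listed had a mean under 3 CPM in every group. The authors also deposited a table of edgeR comparisons that holds log2 fold changes and an average log2 CPM per gene, the p-value of each comparison with its FDR computed by the authors with the Benjamini-Hochberg procedure, and as other values the width of each gene in bases. That table was used for comparison only, and gene names, identifiers and widths were taken from it.

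Total counts on the 13124 genes listed were 12405741 to 49909374 per tendon. They cover the listed genes and not the whole library. The counts were checked for duplicated samples, and no pair of tendons in a group differed by less than a chi-square of 30.1 per gene. A floor of 3 counts corresponded to 0.0601 to 0.242 CPM. PCR reads without molecular identifiers are not independent molecules, so these floors cover counting error only.

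Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with a mean CPM of at least 3 in at least 1 of the 7 groups were kept, which removed 566 genes and left 12558. Library sizes were scaled by TMM. One quasi-likelihood model with a mean for each group and no covariate was fitted to all tendons, and each comparison was a contrast of that model with Benjamini-Hochberg adjustment over the genes kept. Genes were counted as changed against control tendons at an adjusted p under 0.05 and a change of at least 1.5-fold. Doses were compared by an F-test over the 3 doses at each time point, 21 and 7 days were compared at each dose, and the difference in dose effects between the time points was tested as an interaction. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Means and SDs are of TMM-scaled CPM, and log2 CPM used a prior count of 2. The genes named are those in the paper's text, Figs. 5 and 6 and Tables 1 and 2, the 5 genes with the largest increase and the 5 with the largest decrease in each 0 mg/kg group among changed genes whose levels did not overlap between the tendons of the 2 groups, with a mean of at least 10 CPM in the higher group, and the 5 genes with the smallest adjusted p across doses at a time point. Where every tendon of the lower group had 3 counts or fewer, a lower bound of the fold was computed against that floor.

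The steps were tested on simulated data of 12215 genes, of which 200 were changed. The quasi-likelihood test called 158 of them, or 79%, and 5.39% of its calls were unchanged genes. DESeq2 called 168 of the changed genes with 15.1% of its calls on unchanged genes. The simulated tendons shared a common composition. Genes were changed in the 7D 0 mg/kg group only, with as many raised as lowered. The simulation therefore does not test normalization or error rates for the comparisons with control tendons. There 7108 of 12558 genes were called at 7 days with 0 mg/kg, and the muscle share differed between the groups.

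The alternatives tried were the RLE normalization in edgeR, scaling by library size only, other filters on expression, a fit of only the groups compared, a replicate block, the likelihood ratio and exact tests of edgeR, limma-trend with limma 3.58.1, DESeq2 1.42.0, an unmoderated linear model, no fold threshold, and leaving out each tendon in turn. Not every alternative was run for every result. Named genes had 6 besides leaving out tendons, and group means of log2 CPM had a prior count of 0.25 and library size only. A covariate for the share of skeletal muscle counts and blocks of samples were added after seeing the data. Ptgds, Ptgdr1, Ptgdr2, Ptgis and Itgam were not analysed here, and mechanics, histology and qPCR were not part of the data used.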

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

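All tests in this part were set out after their results had been seen. The effect of dose differed between time points. By the interaction test of edgeR's quasi-likelihood model with Benjamini-Hochberg adjustment, 49 of 12558 genes had a dose effect at 7 days unlike that at 21 days (smallest adjusted p = 0.0104), and 47 of them were among the 258 genes that differed across doses at 7 days. When dose labels were regrouped among tendons, 1 of 60 splits drawn, the real one, gave as many genes. RNA from skeletal muscle may account for part of this pattern. Of the 49 genes, 39 (79.6%) followed the share of muscle counts over the 15 tendons at 21 days with a Pearson r of at least 0.9, against 3.01% of all genes tested. Of the 49 genes 19 are on the list that defines the share, which ties them to it by construction. The muscle share at 7 days was lower in the 2 and 6 mg/kg tendons than at 0 mg/kg (exact permutation test, 2-sided, p = 0.00126, the smallest that 792 splits allow), in 7 of 7 tendons. Total counts did not differ between 0 mg/kg and the other doses at 7 days (exact permutation test, 2-sided, p = 0.213). An effect of the inhibitor on muscle RNA could also give this pattern. The muscle share at 21 days did not differ between 0 mg/kg and the 2 and 6 mg/kg tendons pooled (exact permutation test, 2-sided, p = 0.846), which does not settle the question for 7 days, and the amount of muscle taken with the tendon cannot be told apart from an effect of dose.

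The tendon labelled 21D 0 mg/kg replicate 2 lay far from the others of its group in its share of skeletal muscle counts, at 0.0686% against 2.32 to 8.22% in the other 4 tendons. Among 45 groups of values examined this was the 1 tendon set apart, where about 2.2 are given by chance. Its total of 30165495 counts lay inside the range of its group, so depth is not a likely source, and leaving it out raised the genes that differed between 21 and 7 days at 0 mg/kg from 672 to 1408. Less muscle in this sample is a candidate explanation, and no biological explanation was tested. The control and 7D 6 mg/kg groups, with 3 tendons each, were too small for this search and were not examined. Control replicate 4 had a muscle share of 28.38%, against 20.33 and 20.03% in the other control tendons. Its TMM factor was 0.5993, against 0.7375 and 0.7885. Every comparison with control tendons includes it, except the fits that left it out.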

How the results depend on the processing

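The muscle share covariate and the blocks of 7 in this part were chosen after seeing the data, and the others, with the replicate block among them, before the data were examined. For 14 counts of genes, 95 of the 106 values under the alternatives set beforehand, not counting fits that left out a tendon, stayed within 1.5 times the count reported. Scaling by library size only gave 6328 genes higher and 1925 lower in 7D 0 mg/kg tendons and 6019 higher and 1581 lower in 21D 0 mg/kg tendons. It moved the median log2 fold change of all genes by an amount that left it between 0.508 and 0.641 in the 6 repaired groups, where TMM left it between 0.00728 and 0.0548. With DESeq2, 585 genes differed across doses at 7 days, 138 across doses at 21 days, 1496 between 21 and 7 days at 0 mg/kg and 183 in the interaction. With only the groups compared in the fit, 1 gene differed across doses at 21 days and 31 in the interaction. The cause of the changes with DESeq2 and with only the groups compared was not tested.

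A replicate block, which pairs tendons of the same replicate number, gave 28 interaction genes and a log2 fold change of -0.024 for Ptgs1 in 21D 0 mg/kg tendons, where 0.08 was found without it. Residuals of tendons with the same replicate number had a mean correlation of 0.00735 over 76 pairs, against -0.000524 over 307 pairs with different numbers, so the block was not used.

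Leaving out each tendon in turn gave 3048 to 3795 genes higher and 3354 to 3737 lower in 7D 0 mg/kg tendons, 2556 to 3428 higher and 2910 to 3457 lower in 21D 0 mg/kg tendons, 6351 to 7168 changed in 7D 2 mg/kg, 6341 to 7193 in 7D 6 mg/kg, 5931 to 7048 in 21D 2 mg/kg and 5186 to 6336 in 21D 6 mg/kg tendons. It gave 158 to 315 genes across doses at 7 days, 0 to 2 across doses at 21 days, 203 to 1408 between 21 and 7 days at 0 mg/kg, 949 to 1541 at 2 mg/kg, 788 to 1973 at 6 mg/kg, and 16 to 79 in the interaction.

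With the muscle share as a covariate, 2430 genes were higher and 2699 lower in 7D 0 mg/kg tendons, 2350 higher and 2572 lower in 21D 0 mg/kg tendons, 873 differed across doses at 7 days and 616 in the interaction. Because the muscle share separates 0 mg/kg from the other doses completely at 7 days, these last counts cannot tell an effect of dose from one of muscle. The share also separates control tendons (20.03% or above) from 7D and 21D 0 mg/kg tendons (at most 1.332 and 8.217%). The covariate counts against control therefore cannot tell an effect of injury from one of muscle. With samples ordered by group and replicate number and divided into blocks of 7, 3345 genes were higher and 3296 lower in 7D 0 mg/kg tendons, 310 higher and 377 lower in 21D 0 mg/kg tendons, 37 differed across doses at 7 days, 0, 1 and 2 between 21 and 7 days at 0, 2 and 6 mg/kg, and 1 in the interaction. Adding the replicate number as a factor to the blocks gave 52 higher and 22 lower genes in 21D 0 mg/kg tendons, adding it as a number gave 18 and 16, and setting replicates 1 and 2 apart gave 219 and 263.

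For the log2 fold changes of named genes, 797 of 828 values under the alternatives set beforehand kept their direction and their side of the threshold, 14 lost significance, 10 gained it and 7 reversed. Scaling by library size only reversed Ptgs1 in 7D 0 mg/kg tendons (0.51), Akr1a1 in 7D and 21D 0 mg/kg tendons (0.47 and 0.41), Dcn in 7D 0 mg/kg tendons (0.40), Scx in 7D 2 mg/kg tendons (0.28) and Tnmd in 21D 0 mg/kg tendons (0.17). Over the fits that each left out a tendon, the log2 fold change reached the opposite sign for Ptgs1 in 7D 0 mg/kg (-0.42 to 0.25) and 21D 0 mg/kg tendons (-0.30 to 0.37), Ptges3 in 7D 0 mg/kg (-0.015 to 0.15), Dcn in 7D 0 mg/kg (-0.53 to 0.15), Hpgds in 7D 2 mg/kg (-1.13 to 0.0094) and 21D 6 mg/kg (-1.07 to 0.057), and Tnmd in 21D 0 mg/kg tendons (-0.59 to 0.054). The reversals with library size only go in the direction of the shift of all genes under that scaling. The cause of the others was not tested.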

Differences from the paper's values

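In 21D 0 mg/kg tendons, 3184 genes were higher than in control tendons against the paper's 82, and 3163 were lower against the paper's 43. None of the alternatives set before the data were examined closed either gap. Of 31 models fitted to the genes of the authors' table, 1 without and the others with added terms, all chosen after seeing the values and in part because they came closer to that table, 1 fell within 1.5 times each of the paper's 4 counts. That model divided the samples into blocks of 7 by an assumed order and set replicates 1 to 4 apart from replicate 5, and gave 73 higher and 32 lower genes at 21 days and 3553 higher and 3256 lower at 7 days. Its log2 fold changes at 21 days had a Pearson r of 0.952 with the authors' table. The same blocks with replicates to 2 set apart, also chosen after seeing the values, came closer to the table gene by gene (r = 0.9882 at 21 days and 0.9997 at 7 days) but gave 234 higher and 192 lower genes at 21 days, so the model closest in counts was not the closest gene by gene. Other models chosen after seeing the values, each with the same blocks, came within 1.5 times of some of the counts at 21 days. The replicate number as a factor gave 58 higher genes with 18 lower, an assumed place modulo 6 gave 119 higher with 90 lower, replicates to 3 set apart gave 30 lower with 54 higher, and 1 surrogate variable gave 93 higher with 40 lower, but 2157 higher and 1855 lower at 7 days. The paper's text does not name such terms. Besides the 31 models, likelihood ratio versions of some of them and searches over block sizes, break points and exchanged samples were tried without being counted. With so many tries, the 1 match in counts is weak evidence.

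Values of log2 CPM in Fig. 5 were read by eye, and its error bars are SDs. The differences given below for Ptges3 and Akr1a1 are at the limit of such a reading. For Ptgs2 in 7D 0 mg/kg tendons the mean was 4.62, against the paper's about 4.1 in Fig. 5, read by eye, and leaving out 7D 0 mg/kg replicate 1 (4.55) or 4 (4.47) brought it within the paper's error. Ptger3 in control tendons was 0.58 against the paper's about -0.1 in Fig. 5, Ptges in 7D 0 mg/kg tendons 4.78 against about 4.4 in Fig. 5, Ptgir 3.28 in control and 4.00 in 7D 0 mg/kg tendons against about 3.0 and about 3.8 in Fig. 5, and Akr1a1 in 21D 0 mg/kg tendons 9.22 against about 9.1 in Fig. 5, and for these neither a prior count of 0.25, nor library size only, nor leaving out a tendon of the group closed the gap. Ptges3 in control tendons was 6.83 against about 6.7 in Fig. 5, and without control replicate 4 it was 6.79, within the paper's error. Ptgfr in 7D 0 mg/kg tendons was 4.38 against about 4.6 in Fig. 5, and it came within the error with library size only (4.48) and without 7D 0 mg/kg replicate 3 (4.43), 4 (4.39) or 5 (4.42).

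The paper's text describes Fmod as induced at 7 days, and Fmod was lower here, with log2 fold changes of -1.64, -1.77 and -1.48 at 0, 2 and 6 mg/kg. Of the 65 named genes, 0 that passed the threshold here at 7 days had the opposite direction in the authors' table, at any dose. Fmod was therefore lower in that table too. Fmod lost significance with a tendon left out at 0 mg/kg (adjusted p up to 0.0776) and 6 mg/kg (up to 0.223) and in 2 of 6 alternatives at 6 mg/kg (from 0.00106 to 0.0702), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The text gives Hmmr and Mrc1 as not different at 7 days, where their log2 fold changes at 0 mg/kg were 0.86 (adjusted p = 0.0228 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.31 (adjusted p = 0.00964), and Cd163 as not different, where 7D 6 mg/kg tendons had 1.36 (adjusted p = 0.0432). Hmmr lost significance at 0 mg/kg without control replicate 2 (adjusted p = 0.0779) or 4 (adjusted p = 0.0757), in a range from 0.0224 to 0.0779 over 8 such fits. Mrc1 lost it with only the groups compared in the fit (adjusted p = 0.0745, in a range from 0.00101 to 0.0745 over 6 alternatives) and without control replicate 4 (adjusted p = 0.0759, in a range from 0.00409 to 0.0759 over 8 fits).

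The paper states that Hpgds was downregulated in most groups after injury. Its log2 fold change was negative in all 6 repaired groups but passed the threshold in 7D 0 mg/kg tendons only (-1.46, adjusted p = 0.0121 from edgeR), where Fig. 5 marks no difference. Hpgds lost significance there with only the groups compared in the fit (0.0564), with library size only (0.0993) and without control replicate 2 (0.169), in a range of adjusted p from 0.00549 to 0.0993 over 6 alternatives and 0.000545 to 0.169 over 8 fits that left out a tendon. Without control replicate 4, Hpgds also passed the threshold in 7D 2 mg/kg (adjusted p = 0.047), 7D 6 mg/kg (0.0485), 21D 0 mg/kg (0.0185) and 21D 2 mg/kg tendons (0.00548). In 21D 2 mg/kg tendons it also passed without 21D 2 mg/kg replicate 1 (Hpgds, 21D 2 mg/kg against control, adjusted p = 0.0378). The adjusted p in these groups ranged from 0.00548 for 21D 2 mg/kg to 0.989 for 7D 2 mg/kg over the fits that left out a tendon.

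The paper lists Mmp13 as upregulated at 7 days and Mmp14 at 7 days and in 21D 0 and 2 mg/kg tendons. Mmp13 was also higher in 21D 0 and 2 mg/kg tendons, by log2 fold changes of 7.08 and 6.94, each at an adjusted p under 0.05. Mmp13 and Mmp14 were both higher in 21D 6 mg/kg tendons, by log2 fold changes of 6.25 (adjusted p = 6.51e-05 from edgeR) and 4.14 (adjusted p = 4.27e-10). The paper gives Igf1, Tgfb1 and Il1b as upregulated in some 7-day groups, and each passed the threshold in all 3. Fig. 5 marks no gene as different from control tendons at 21 days, where 6 of its 15 genes were higher and 3 lower here, and does not mark Ptger1 at 7 days, which had a log2 fold change of 0.87 (adjusted p = 2.00e-05 from edgeR). Of 65 named genes, 43 passed an adjusted p of 0.05 in 21D 0 mg/kg tendons here, 1 did in the authors' table, and 9 had the opposite direction there, of which 2, Acan and Col14a1, passed the threshold here. For the transcripts it selected, the paper describes what appeared to be an effect of time but not of treatment. Of the 65 named genes 1, Acta2, differed between doses here, and over all genes tested 258 differed across doses at 7 days and 0 at 21 days (1366 at an unadjusted p under 0.05).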

Other observations

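All tests in this part were set out after their results had been seen, while the lists of marker genes for mast cells and resident macrophages were written before they were tested. Comparisons were repeated on other splits of the same tendons that part as many same-numbered pairs. For the genes higher and the genes lower in 7D 0 mg/kg tendons, and for those in 21D 0 mg/kg tendons, 1 of the 8 such splits, the real one, gave as many, and the same held for the genes changed in 7D 2 mg/kg, 21D 2 mg/kg and 21D 6 mg/kg tendons with 1 of 8 each. In 7D 6 mg/kg tendons 1 of 6 splits did. These designs cannot give a share under 0.05. Over all splits of the same sizes, which also include those that part fewer same-numbered pairs, 1 of the 56 splits gave as many genes higher or lower at 7 days and at 21 days with 0 mg/kg. Between 21 and 7 days, 2 of 16 splits gave as many genes as the real one at 0 mg/kg, 1 of 16 at 2 mg/kg and 1 of 8 at 6 mg/kg, and these also cannot give a share under 0.05. Across doses at 7 days 1 of 60 splits drawn gave as many genes, and at 21 days, where the real split gave 0 genes (1366 at an unadjusted p under 0.05), 60 of 60 did, which no split could have changed and which says nothing on whether the doses differ.

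The genes that differed across doses at 7 days may in part be carried by RNA from skeletal muscle. Of the 258 genes, 119 (46.1%) followed the muscle share over the 21D tendons with a Pearson r of at least 0.9, against 3.01% of the 12558 genes tested. Of the 258 genes 25 are on the list that defines the share, which ties them to it by construction, and of the other 233 genes 94 (40.3%) did. Of the 159 genes lower at both doses than at 0 mg/kg, 119 (74.8%) followed the share, with a median r of 0.974. Of the 67 genes higher at both doses 0 did, where only a positive r counts, and their median r was -0.158. The share therefore gives no account of the genes higher at both doses. Total counts did not separate 0 mg/kg from the other doses (exact permutation test, 2-sided, p = 0.213). Among genes lower in 7D 0 mg/kg tendons than in control tendons, 10.9% followed the muscle share. Among those higher 0% did. The test could hardly give otherwise, since only a positive r counts and these genes are higher where the muscle share is lower. Of the 378 genes tested that followed the share, 377 were lower in 7D 0 mg/kg tendons than in control tendons. The genes lower there had a median r of 0.559, against -0.074 for all genes tested. The 10.9% therefore counts only the closest followers and does not bound the part that muscle may have. Whether the inhibitor changed muscle RNA at 7 days remains open, since nothing follows for 7 days from the absence of a difference between 0 mg/kg and the other doses pooled at 21 days (p = 0.846 by the exact permutation test).

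The authors' table of comparisons for 21D 0 mg/kg tendons was examined for terms besides the groups. Its log2 fold changes across genes, which are not independent replicates, were explained by the group means with an R2 of 0.565 and by the single samples with an R2 of 0.913, against 0.956 and 0.981 at 7 days. Terms besides the groups in the authors' model are a candidate explanation. Exchanging any 2 samples of different groups brought R2 to 0.586 at most. With samples in an assumed order divided into blocks of 7, the Pearson r of the log2 fold changes with the table rose from 0.7325 to 0.9496. These blocks were found by searching for a high r and appear in no label, so this value cannot come out low and does not show that such blocks were used.

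Within groups, the level of Hpgds in single tendons may follow the content of resident macrophages. Deviations of Hpgds from the group means over the 30 tendons rose with those of a set of 6 resident macrophage markers (Pearson r = 0.811, permutation p = 1e-04, and 2e-04 after Benjamini-Hochberg adjustment over 2 sets, Spearman rho = 0.734, permutation p = 0.00011). Without the 2 tendons farthest from the median of the marker set r was 0.758, and over the 27 repaired tendons it was 0.66. With a set of 7 mast cell markers r was 0.369 (permutation p = 0.258, and 0.258 after adjustment), Spearman rho was 0.529 (permutation p = 0.0145), and r was 0.275 without the 2 tendons farthest out. From control to 7D tendons the group means moved in opposite directions. That of the macrophage set went from a log2 CPM of 6.18 in control tendons to between 7.00 and 7.55, and that of Hpgds from 1.50 to between 0.55 and 1.34. The 3 control tendons spread widely, with an SD of 1.2 for the set and 1.75 for Hpgds. The change of the set was not tested, and at 7 days Hpgds passed the threshold against control at 0 mg/kg only. Among the 7D groups both were lowest at 0 mg/kg. The muscle share (r = 0.15) and Ptprc (r = 0.128) gave lower values. No batch is given in the labels, and relations within batches could not be computed.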
